# GATA6 is predicted to regulate DNA methylation in an in vitro model of human hepatocyte differentiation

**DOI:** 10.1038/s42003-022-03365-1

**Published:** 2022-05-04

**Authors:** Takahiro Suzuki, Erina Furuhata, Shiori Maeda, Mami Kishima, Yurina Miyajima, Yuki Tanaka, Joanne Lim, Hajime Nishimura, Yuri Nakanishi, Aiko Shojima, Harukazu Suzuki

**Keywords:** DNA methylation, Differentiation

## Abstract

Hepatocytes are the dominant cell type in the human liver, with functions in metabolism, detoxification, and producing secreted proteins. Although gene regulation and master transcription factors involved in the hepatocyte differentiation have been extensively investigated, little is known about how the epigenome is regulated, particularly the dynamics of DNA methylation and the critical upstream factors. Here, by examining changes in the transcriptome and the methylome using an in vitro hepatocyte differentiation model, we show putative DNA methylation-regulating transcription factors, which are likely involved in DNA demethylation and maintenance of hypo-methylation in a differentiation stage-specific manner. Of these factors, we further reveal that GATA6 induces DNA demethylation together with chromatin activation in a binding-site-specific manner during endoderm differentiation. These results provide an insight into the spatiotemporal regulatory mechanisms exerted on the DNA methylation landscape by transcription factors and uncover an epigenetic role for transcription factors in early liver development.

## Abstract (web summary)

An integrated analysis of human induced pluripotent stem cells differentiating into hepatocyte-like cells unveils changes in DNA methylation and relevant transcription factors (like GATA6) that may influence hepatic development.

## Introduction

Hepatocytes, the major parenchymal cells in the liver, are responsible for key liver functions such as metabolism and detoxification. In embryogenesis, the first fate decision to the hepatocyte lineage is the differentiation of primitive streak cells to definitive endoderm (DE) cells, which are a common precursor of endoderm tissues such as the liver, pancreas, and gut. Hepatoblasts are hepatic progenitor cells derived from the DE cells, which then sequentially differentiate into fetal-like hepatocytes and mature hepatocytes. Thus, hepatocytes emerge from pluripotent stem cells through several progenitor cell types.

Several transcription factors (TFs), including c-Jun, members of the Hepatocyte Nuclear Factor (HNF), and GATA family genes, are known to play important roles in liver development and hepatocyte differentiation^1–5^. Notably, GATA6 knock-out mice die around E5.5 due to a deficiency of extra-embryonic endoderm development, which can be rescued by tetraploid embryo complementation assays, indicating that GATA6 is required for liver development and hepatic specification^3,5^. Thus, multiple TFs sequentially and coordinately regulate peripheral genes necessary for hepatocyte differentiation.

Gene expression dynamics are regulated not only by the action of transcription factors but also by epigenetic modifications such as DNA methylation. DNA methylation of gene regulatory regions appears to be associated with silencing the expression of the downstream gene^6^. Therefore, the DNA methylation profile is dramatically altered during embryogenesis and cellular differentiation, with roles in tightly regulating the expression of downstream genes^7^. Indeed, DNA methylation plays a crucial role in the expression of numerous liver-specific genes^8,9^, and DNA methyltransferase (DNMT) inhibitors facilitate trans-differentiation of adipose tissue-derived stem cells or mesenchymal stem cells to hepatocyte-like cells (HLCs)^10,11^. Collectively, these findings show that DNA methylation is a crucial factor for hepatic differentiation.

The gain of DNA methylation is directly achieved by de novo DNMTs and is maintained during cell divisions by a maintenance DNMT. On the other hand, DNA demethylation is achieved by cell proliferation dependent passive DNA demethylation^12^ or active DNA demethylation based on sequential oxidative processes by ten-eleven translocation (TET) enzymes^13^, followed by base-excision repair^14^. In addition, the oxidized forms of methylated cytosine (5-hydroxymethyl cytosines (5hmC), 5-formyl cytosine (5fC), and 5-carboxy cytosine (5caC)) are also depleted by passive demethylation mechanisms as these bases are not recognized by the maintenance DNA methylation mechanism^15^. Thus, DNA methylation is a balance between the gain and loss of methylated bases.

In addition to the mechanisms by which DNA methylation is gained and lost, mechanisms underlying spatiotemporal regulation of DNA methylation are also critical in understanding the overall dynamics of DNA methylation. We and other groups recently reported that some TFs regulate the timing and site-specificity of DNA demethylation^16–18^. Thus, a growing body of evidence suggests critical roles for TFs in the regulation of DNA methylation. However, the epigenetic roles of TFs specific for hepatocyte differentiation are yet to be identified.

In the present study, we combine TF binding motif (TFBM) over-representation analysis for differentially methylated regions with transcriptome analysis. We identified TFs with putative roles in regulating DNA methylation during hepatocyte differentiation by studying in vitro process of hepatocyte differentiation from human induced pluripotent stem cells(iPSCs). Of these TFs, we demonstrated that *GATA6* is a master regulator for DNA demethylation and chromatin activation during the differentiation of the DE. Our data provide important insights into the regulatory mechanisms shaping the DNA methylation landscape during hepatocyte differentiation.

## Results

### Evaluation of an in vitro hepatocyte differentiation model

We induced HLCs from human iPSCs in vitro using the Cellartis hepatocyte differentiation system (Takara bio), which is composed of three differentiation steps: iPSC to DE-like cell, DE-like cell to hepatoblast-like cell, and hepatoblast-like cell to HLC, followed by a maintenance culture (Fig. 1a, b). It has been reported that although this hepatic differentiation protocol does not activate several hepatic function-related genes, the efficiency of the hepatic specification is relatively high^19,20^. Indeed, over 96% of the cells in days 21 and 28 cultures were HNF4α positive without pancreatic or cardiac cell marker expressing cells (Fig. 1c, d and Supplementary Fig. 1a). Tissue-specific gene enrichment analysis for the upregulated genes between day 0 and day 28 revealed enrichments of endodermal tissue, such as the liver, supporting the hepatic differentiation (Supplementary Fig. 1b). To evaluate the differentiation in detail, we analyzed the mRNA expression of differentiation markers. Concurrent with the decrease of the pluripotent markers, DE markers peaked at day 7, indicating the DE-like cell stage (Supplementary Fig. 1c). On day 14, hepatoblast markers were upregulated, indicating the hepatoblast-like cell stage (Supplementary Fig. 1c). Between day 14 and day 21, hepatic markers were upregulated, and a part of them kept the high expression between day 21 and day 28, although others were decreased (Supplementary Fig. 1c). *Alpha-fetoprotein (AFP)*, produced by fetal livers but not by adult livers, increased to 4.6-fold greater expression than the published fetal liver CAGE expression data^21^ between day 7 and day 21. Then *AFP* expression decreased to 49.2% of the fetal liver level from day 21 to day 28 (Supplementary Figs. 1c, 2a). AFP protein was also detected by immunocytochemistry of day 21 cells and Enzyme-linked immunosorbent assay in the culture medium (Fig. 1e and Supplementary Fig. 2b). Whereas, although expression of *Albumin* (*ALB)*, which is expressed in mature hepatocytes, was increased upon differentiation from day 14, it was much lower than that of the published hepatocyte, fetal liver, and adult liver (Supplementary Figs. 1c, 2a). Thus, these results suggest that day 21 and 28 cultures correspond to the fetal or immature hepatocyte stage, consistent with the earlier report^19^. Collectively, although the day 28 cells have the drawback of several mature hepatic gene expressions, the in vitro hepatocyte differentiation recapitulates the in vivo liver development until the stage of fetal or immature hepatocytes.

**Fig. 1:**
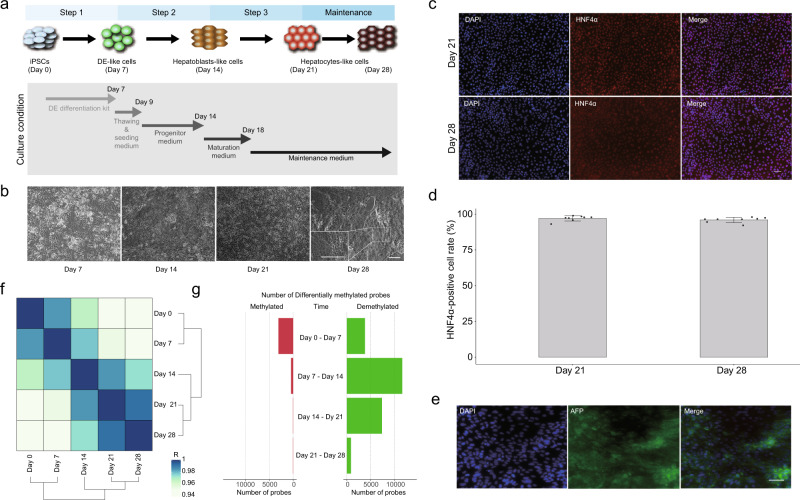
Time-course methylome analysis of hepatocyte differentiation. **a** Schematic illustration of in vitro hepatocyte differentiation and culture condition of each step. **b** Representative micrographs of cells at each time point. The scale bar is 100 μm. At the bottom left of day 28, a higher magnification image of the area surrounded by the doted-square shows. **c** Immunocytochemistry for HNF4α. The scale bar is 50 μm. **d** Bar plot showing the average rate of HNF4α stained nuclei. The error bar is s.d. Dots represent the individual data. The data were collected from four different fields of a culture well in two biological replicates. **e** Immunocytochemistry for AFP. The scale bar is 50 μm. **f** A correlation matrix with hierarchical clustering. The color represents the correlation coefficient (R). **g** The number of differentially methylated probes.

### DNA methylation dynamics throughout hepatocyte differentiation

To investigate changes in DNA methylation during the in vitro hepatocyte differentiation model, we performed a methylome analysis of the time-course samples. Hierarchical clustering showed that iPSCs and DE-like cells were segregated from the differentiated cells that followed in the time-course, consistent with a commitment to the hepatocyte lineage (Fig. 1f). Comparing adjacent time points, we identified 3088, 446, 38, and 54 methylated CpGs and 3809, 11652, 7383, and 864 demethylated CpGs in each interval, indicating the bias toward demethylation (loss of methylation) (Fig. 1g). The expression of DNA methyltransferases tended to decrease with differentiation, in line with the decline in the number of methylated probes (Supplementary Fig. 2c). While the expression of *TET1* decreased with differentiation, that of *TET2* spiked on day 14, when the number of identified demethylated probes was the highest. Thus, these data suggest that the bias toward demethylation depends on the balance of methylation and demethylation enzymatic activities.

We associated biological functions to the differentially methylated regions using the Genomic Region Enrichment of Annotations Tool (GREAT)^22^ and summarized the results based on semantic similarity^23^. This analysis revealed an enrichment in development and morphogenesis-related Gene Ontologies (GOs), including “pattern specification process”, “anatomical structure development”, “radial pattern formation”, “developmental process”, and “regulation of developmental process” (Supplementary Fig. 3). Overall, these results imply that DNA methylation mainly regulates genes related to the developmental process, consistent with specifying the cells into the hepatocyte lineage.

### Prediction of DNA methylation-regulating transcription factors throughout hepatocyte differentiation

To identify TFs that regulate binding site-directed DNA methylation (hereafter referred to as DNA methylation-regulating TFs), we performed TFBM over-representation analysis for the differentially methylated CpG regions between two adjacent time points of the differentiation time-course. Because some TFs, such as TFs in the same family, share the same or similar binding motif, the results of TFBM over-representation analysis often include false positives. Therefore, to reduce the possibility of false positives, we further narrowed down the overrepresented TFBMs by considering TF expression (CAGE tag-per-million (TPM) ≥50) in either of the two adjacent time points of an interval (Fig. 2a). Comparing each adjacent time point, we identified in total 16 putative DNA methylation-regulating TFs in the methylated regions. Of these, 13 TFs, including POU5F1, a pluripotent cell-specific TF, were identified between Day 0 and Day 7 (Fig. 2b). In addition, GATA6, GATA3, and GATA4 were identified between day 7 and day 14 (Fig. 2b). Interestingly, these putative DNA methylation-regulating TFs for the methylated regions were prone to being highly expressed in the earlier time point of the intervals and then declined with the progress of differentiation (Fig. 2b, c and Supplementary Fig. 4a).

**Fig. 2:**
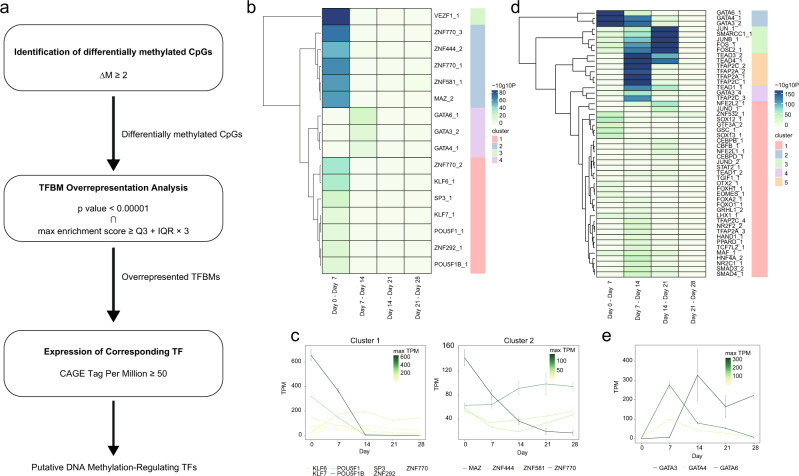
Prediction of DNA methylation-regulating TFs. **a** The workflow of DNA methylation-regulating TF prediction. **b**, **d** Heatmap showing the *P* value of the one-sided (greater) exact Poisson test of overrepresented TF binding motifs at methylated (**b**) and demethylated (**d**) regions. Each column is an interval of adjacent time points. Each row is a putative methylation-regulating TF. The dendrogram of hierarchical clustering is shown at the left of the heatmap, and clusters are shown at the right of the heatmap as colors. **c** mRNA expression profile of the cluster 1 and 2 putative DNA methylation-regulating TFs for methylated regions. X- and Y-axes show time points of differentiation (hours from differentiation initiation) and tag-per-million (TPM) of CAGE, respectively. The color of each line and the error bar represent the maximum TPM and s.d, respectively. The experiment was performed in three biological replicates. mRNA expression profiles of the clusters 3 and 4 putative DNA methylation-regulating TFs for methylated regions are shown in Supplementary Fig. 4. The experiment was performed in three biological replicates. **e** mRNA expression profile of the GATA3, GATA4, and GATA6. X- and Y-axes show time points of differentiation (hours from differentiation initiation) and tag-per-million (TPM) of CAGE, respectively. The color of each line and the error bar represent the maximum TPM and s.d, respectively. The experiment was performed in three biological replicates.

On the other hand, we identified 50 putative DNA methylation-regulating TFs in demethylated regions. Of these, *HNF4A*, an essential TF for liver development, was identified between day 7 and day 14, and between day 14 and day 21 (Fig. 2d). In addition, the over-representation of TFBMs for activator protein 1 (AP-1) components, such as JUN and FOS, which are involved in stress response and regeneration in the liver^24^, increased from day 14 to day 21 (Fig. 2d). Importantly, GATA6, GATA4, and GATA3, which were overrepresented in the regions methylated between day 14 to day 21, were first overrepresented in the DE-like cell differentiation stage, and the over-representation of these binding motifs declined as differentiation proceeded (Fig. 2d). Contrary to the putative DNA methylation-regulating TFs for the methylated regions, expression of the putative DNA methylation-regulating TFs for the demethylated regions tends to be upregulated in later time points of the intervals (Fig. 2e and Supplementary Fig. 4b). Taken together, these results suggest that diverse TFs cooperatively regulate the DNA methylation landscape. In particular, GATA transcription factors appear to be the major factors for the regulation of DNA methylation, participating in both methylation and demethylation changes.

### GATA6 regulates binding site-directed DNA demethylation

Of the GATA proteins, GATA4 and GATA6 are known to be essential TFs for the DE differentiation^2,3^. Therefore, we focused the following analysis on possible epigenetic functions of GATA4 and GATA6 in DE differentiation. First, we performed qRT-PCR to confirm the expression changes of *GATA4* and *GATA6* during the DE-like cell differentiation. *GATA6* and *GATA4* expression increased at 48 and 54 h, respectively, after the induction of differentiation and continued to increase with differentiation (Fig. 3a). Furthermore, *GATA6* expression increased drastically, greater than 1000-fold at 60 h compared with 48 h, whereas *GATA4* expression increased only fourfold at 66 h compared with 48 h, indicating the dominant impact of GATA6 (Fig. 3a). Indeed, GATA6 is reported to be an upstream factor of GATA4^25^.

**Fig. 3:**
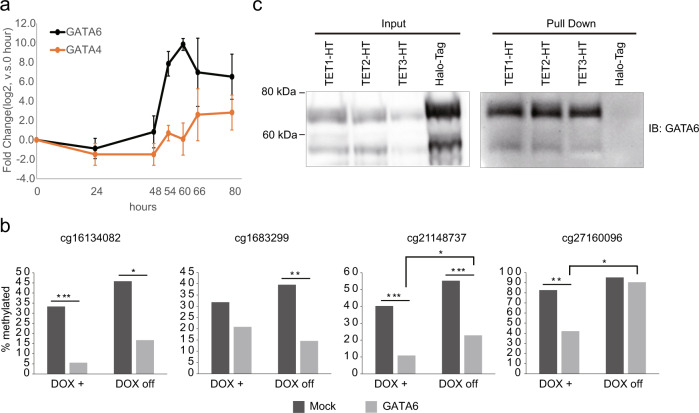
GATA6-mediated binding site-directed DNA demethylation. **a** qRT-PCR analysis for GATA4 (orange) and GATA6 (black). X- and Y-axes show time points of differentiation (hours from differentiation initiation) and fold-change (compared with 0 h, log_2_ scaled), respectively. The error bar is s.d. The experiment was performed in three biological replicates. **b** Percentage of DNA methylation of ±100 bp regions from four selected demethylated CpGs, analyzed by cloning-based bisulfite sequencing. Mock is mock control transduced and GATA6 is the doxycycline-inducible GATA6-transduced HEK293T cells. The cells were treated with doxycycline for two weeks (DOX+) and then cultured for 2 more weeks without doxycycline (DOX off). (*p < 0.05; **p < 0.01, ***p < 0.001; One-sided Fisher’s exact test). **c** HaloTag pull-down assay in HaloTag-fused TET1 (TET1-HT) and GATA6 co-overexpressing HEK293T cells, in HaloTag-fused TET2 (TET2-HT) and GATA6 co-overexpressing 293T cells, in HaloTag-fused TET3 (TET3-HT) and GATA6 co-overexpressing HEK293T cells, and in Control HaloTag (HaloTag) and GATA6 co-overexpressing HEK293T cells followed by immunoblotting with GATA6 antibody.

Because our recent screening study identified GATA6 as a candidate for DNA demethylation-regulating TF^26^, we performed Cloning-based bisulfite sequencing to validate the screening result. Cloning-based bisulfite sequencing for ±100 bp regions from four CpGs which were demethylated by GATA6 overexpression in the earlier report^26^ showed that turning the GATA6 overexpression off tended to partially recover the GATA6 overexpression-induced DNA demethylation (Fig. 3b and Supplementary Fig. 5a). A pull-down assay between HaloTag-fused TET proteins and GATA6 revealed an association between TET proteins and GATA6, suggesting that GATA6 recruits TET proteins to their binding sites (Fig. 3c and Supplementary Fig. 5b). Thus, these results suggest that GATA6 induces DNA demethylation, recruiting the TET proteins.

### DNA demethylation accompanies GATA6 binding during iPS-DE-like cell differentiation

To investigate the dynamics by which GATA6 regulates DNA demethylation, we performed finer time-course transcriptome and methylome analyses during the time window of GATA6 emergence (after 0, 48, 54, 60, 66, and 72 h of the differentiation process) (Fig. 4a). T, a marker of the primitive streak, was upregulated at 48 h and downregulated after 54 h (Supplementary Fig. 6a). DE markers were upregulated during the period of 48 to 72 h (Supplementary Fig. 6a). In agreement with the qRT-PCR analysis (Fig. 3a), the expression of GATA6 was slightly upregulated at 48 h and drastically increased after 48 h (Supplementary Fig. 6a). Hence, our data indicate that DE commitment occurs during the period of 48 to 72 h.

**Fig. 4:**
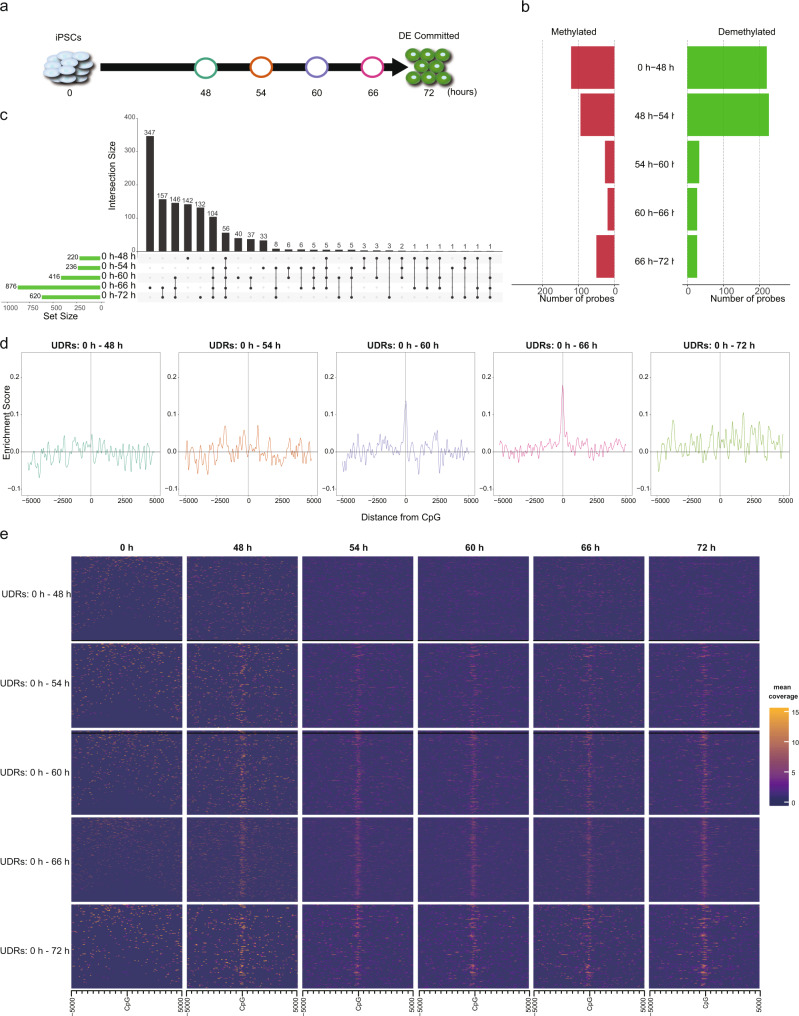
GATA6-mediated DNA demethylation analysis during DE differentiation. **a** Schematic illustration of time-course sampling of DE differentiation. **b** The number of differentially methylated probes. **c** UpSet plot showing the demethylated probes at each comparison. The vertical bars indicate the number of intersecting demethylated probes between comparisons, denoted by the connected black circles below the histogram. The horizontal bars show the demethylated probe set size. **d** Distribution of enrichment score for the GATA6 binding motif within ±5000 bp of demethylated CpG probes at each time point compared with undifferentiated iPS cells (0 h). X- and Y-axes show distance from probe CpG position and enrichment score, respectively. Horizontal and vertical lines are enrichment score = 0 and demethylated CpG position, respectively. The colors of each plot represent the colors of time points shown in (**a**). **e** Enrichment heatmap showing mean GATA6 ChIPmentation read coverage of 100 bp window at a range of ±5 kbp from demethylated CpGs. Each time point is horizontally aligned, and each of the UDRs is vertically aligned. Dark blue is low coverage and orange is high coverage.

By comparing adjacent time points, we identified 120 (0 to 48 h), 94 (48 to 54 h), 26 (54 to 60 h), 19 (60 to 66 h), and 50 (66 to 72 h) methylated CpGs and 220 (0 to 48 h), 226 (48 to 54 h), 33 (54 to 60 h), 27 (60 to 66 h), and 27 (66 to 72 h) demethylated CpGs, respectively (Fig. 4b). However, we did not find the GATA6 binding motif overrepresented in those demethylated regions during any interval (Supplementary Fig. 6B). Because the time intervals between adjacent time points are 6 h except for the initial period (0 to 48 h), the changes in methylation levels may not be enough to be detected as demethylation (ΔM > 2). Indeed, the GATA6 binding motif was overrepresented at the regions demethylated between 0 and 72 h, and these demethylated regions tend to be continuously demethylated from 0 h (Supplementary Fig. 6c, d). Therefore, to investigate whether the GATA6 binding motif is overrepresented for the cumulative changes in methylation, we compared the regions demethylated at each time point with that at 0 h. We identified 220 (0 to 48 h), 236 (0 to 54 h), 416 (0 to 60 h), 876 (0 to 66 h), and 620 (0 to 72 h) demethylated CpGs (Fig. 4c). Because these demethylated CpGs include those that were demethylated in the earlier time point and maintained the hypo-methylated status, we only selected the demethylated CpGs that were newly detected as demethylated CpGs at each time point (referred to as uninherited demethylated CpGs) to clarify the effects of each additional period. GATA6 motif over-representation analysis in the vicinity of these uninherited demethylated CpG (uninherited demethylated regions: UDRs) revealed the GATA6 binding motif was overrepresented at 0 to 60 h and 0 to 66 h (Fig. 4d). 

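GATA6 ChIPmentation is a chromatin immunoprecipitation with an antibody against GATA6 in which a transposase adds the sequencing adapters to the bound chromatin. It was carried out on human iPS cells of the established line 201B7 at 0, 48, 54, 60, 66 and 72 h of DE differentiation, with 2 biological replicates at each time point, 12 samples in all. The authors mapped the paired-end reads to hg19 with bowtie2, removed mitochondrial and duplicated reads and called peaks with macs2. They deposited 1 list of peak summits per time point, in which both replicates are pooled. Each summit is a single position with a score, the −log10 of the p-value that macs2 gave to the peak. The spread between replicates can therefore not be computed from the lists, and no difference between time points was tested against replicate error. The Reporting Summary of the paper gives the reads of each pooled library. Mapped reads numbered 46036545 at 0 h, 39667958 at 48 h, 137756623 at 54 h, 76787052 at 60 h, 126555399 at 66 h and 152941857 at 72 h. It also gives the paper's share of peaks that passed an irreproducible discovery rate of 0.05, which was 42.9% at 0 h, 52.4% at 48 h, 8.7% at 54 h, 24.5% at 60 h, 0.6% at 66 h and 4.8% at 72 h. From the lists, peaks were counted as deposited, and summits of different lists were taken as shared when they lay within 200 bp of each other. The number shared was set against the number after 1000 circular shifts of one list along each chromosome. A score grows with the number of reads, so it mainly describes peaks within a list. Scores compared between lists also depend on library depth, and a deeper library gives more peaks above the same cutoff. Intervals are 95% Wilson intervals and cover counting error only.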

To further substantiate the over-representation of the GATA6 binding motif at the UDRs, we performed ChIPmentation, which can provide evidence for actual physical interactions between genomic regions and GATA6^27^. 

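According to the Reporting Summary, GATA6 is not expressed at 0 h and 48 h, whereas the main text of the paper describes a slight upregulation of GATA6 at 48 h. The list of 0 h held 111 peaks with a median score of 26.9, and the list of 48 h held 147 peaks with a median score of 26.3. Of the 0 h peaks, 83 (74.8%, interval 66.0 to 81.9%) had a 48 h summit within 200 bp, whereas the shifted lists gave a mean of 0.103 (one-sided permutation test, p = 0.001, the smallest p that the shifts can give). A summit within 200 bp was present at all 5 later time points for 77 of the 0 h peaks (69.4%, interval 60.3 to 77.2%) and at 1 or more of them for 109. Leaving out peaks within 1000 bp of a 0 h summit lowered the number at 48 h to 62. The 0 h peak with the highest score, 216, was on chromosome 2 at 109816066 (hg19) in an intron of SH3RF3. Another of the 5 highest-scoring peaks, with a score of 155, was at 133841771 on chromosome 12, 10124 bp from the end of the chromosome. These 2 sites had a summit in all 6 lists. Within 100 bp of the summit, the 24-base words had a median of 2 or more copies in the genome in 88.2% of the 0 h windows (97 of 110, interval 80.8 to 93.0%) and in 51.3% of windows 2000 bp to either side.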

Consistent with the expression pattern of GATA6, GATA6 binding was not enriched at UDRs during the period 0 to 48 h, indicating the irrelevance of GATA6 during this period (Fig. 4e). In contrast, unlike binding motif over-representation, ChIPmentation showed interactions between GATA6 protein and most of the UDRs of all comparisons apart from the 0 to 48 h, consistent with the expression pattern of the GATA6 (Fig. 4e and Supplementary Fig. 6a). 

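The lists held 2773 peaks at 54 h, 4459 peaks at 60 h, 1804 peaks at 66 h and 7366 peaks at 72 h. From 48 h to 54 h the number of peaks rose 18.9-fold (interval 16.0 to 22.3 from the counts alone) while the number of mapped reads rose 3.47-fold. Divided by mapped reads, the rise was 5.43-fold. Peak numbers need not grow in proportion to reads, so this division does not remove the effect of depth. The size of the rise in peak number depended on the setting, at 12.7-fold with a score of at least 20 and 42.3-fold without peaks within 1000 bp of a 0 h summit. With a score of at least 20, 102, 1300, 2259, 996 and 3927 peaks remained at 48, 54, 60, 66 and 72 h. Every one of the 15 pairs of lists shared more peaks than their shifted lists did (one-sided permutation test, p = 0.001 for each pair and 0.001 after Benjamini-Hochberg adjustment over the pairs). The largest number shared was 3826 of the 60 h peaks with a 72 h summit (85.8%, interval 84.7 to 86.8%), against a mean of 7.33 after shifting. The tests compare these pooled lists and not replicated conditions. Read coverage at the UDRs, on which Fig. 4e is based, was not analysed here.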

The GATA6 ChIPmentation peaks at the 72 h significantly overlapped with the regions demethylated during DE-like cell differentiation (486 regions: *P* value = 0.001, one-sided permutation test). Furthermore, of the overlapped regions, 48.8% (237 regions: *P* value = 0.001, one-sided permutation test) overlapped with the demethylated region by GATA6 overexpression^26^ (Supplementary Fig. 6e and Supplementary Data 1). Thus, our results indicate a correlation between GATA6 binding and DNA demethylation during DE-like cell differentiation.

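The 72 h peaks had a median score of 20.6 and a highest score of 188. Of the 7366 peaks, 2224 (30.2%) had their first summit within 200 bp in the 54 h list, 1775 (24.1%) in the 60 h list and 99 (1.34%) in the 66 h list. Another 103 (1.40%) had one already in the 0 h list and 59 (0.801%) in the 48 h list. No earlier summit was found for 3106 (42.2%). The split depends on the length of each earlier list and on the depth of its library. A missing earlier summit therefore does not show that a site was unbound. The peak with the highest score lay between genes on chromosome 11 at 125935038, 1808 bp from the start of CDON, and had a summit in 4 lists, from 54 h to 72 h. The peak ranked second, with a score of 175, was at 196625704 on chromosome 3 in an intron of SENP5. It had a summit in all 6 lists, as did the remaining 3 of the 5 peaks with the highest scores. All 5 lay in repeated sequence. In order of rank, the 24-base words within 100 bp of their summits had a median of 13, 8, 176.5, 13 and 244 copies in the genome. A high score at these sites is therefore not by itself a sign of strong GATA6 binding. The positions of the full set of regions demethylated during DE-like cell differentiation were not used here, so their overlap with these peaks was not recomputed.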

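The sheet of Supplementary Data 1 used here lists 183 CpGs with hg19 positions, whereas the paper gives 237 regions. Whether the copy of the sheet used here is complete is not known, so the shares below cover these 183 CpGs only. Because the sheet is shorter than that number and was selected by overlap with the 72 h peaks, its CpGs were described and not tested. A 72 h summit lay within 200 bp of 162 listed CpGs (88.5%, interval 83.1 to 92.4%) and within 500 bp of 182. The CpG farthest away, cg08200835 at 86594317 on chromosome 7, was 147068 bp from the nearest 72 h summit. Within 200 bp, 120 listed CpGs (65.6%, interval 58.4 to 72.1%) had a 60 h summit, 70 (38.3%, interval 31.5 to 45.5%) a 54 h summit and 59 (32.2%, interval 25.9 to 39.3%) a 66 h summit. At 54, 60, 66 and 72 h alike, 46 had one. A 48 h summit lay near 1 listed CpG and a 0 h summit near 0 of the 183, which allows a share of up to 1.64%. Among the alternatives, a score of at least 20 lowered these numbers most, to 0 at 48 h, 34 at 54 h, 73 at 60 h, 29 at 66 h and 108 at 72 h. The listed CpG nearest to a 72 h summit was cg17326663 at 24869117 on chromosome 7, in an intron of OSBPL3 and 1 bp from a summit with a score of 36.0. Next came cg00578334 at 9201159 on chromosome 3, in an intron of SRGAP3 and 5 bp from a summit with a score of 51.9, and cg09688014 at 72194097 on chromosome 3, in an intron of the long noncoding RNA gene LINC00877 and 5 bp from a summit with a score of 43.0. Also 5 bp away, cg02828785 at 12846546 on chromosome 12, in introns of GPR19 and CDKN1B, lay at a weaker summit with a score of 13.1. Then came cg05283119 at 237865048 on chromosome 2, in an intron of the long noncoding RNA gene COPS8-DT and 6 bp from a summit with a score of 24.3. The first 3 of these 5 CpGs had a summit within 200 bp at 54, 60, 66 and 72 h, and the last 2 had one at 60 h and 72 h but not at 54 h or 66 h. The paper reports overlaps of the 72 h peaks with regions demethylated in DE-like cells, and of these with regions demethylated by GATA6 overexpression. It states that its results, which also include motif and read coverage at the UDRs, point to a correlation of GATA6 binding with DNA demethylation.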

### The interrelation between DNA demethylation and chromatin status during iPS-DE differentiation

The majority of the demethylated regions were not promoters but other types of regulatory regions such as enhancers and non-annotated regulatory regions (Supplementary Fig. 7a). Therefore, we investigated the chromatin status of the demethylated regions. Active regulatory regions transcribe several classes of transcripts, including mRNA, promoter-upstream transcripts (PROMPTs), and enhancer RNAs (eRNAs), which are typically transcribed within ± 250 bp from the center of the regulatory region^28^. Thus, the transcription level serves as an indicator of chromatin activity. To investigate the chromatin activity of the demethylated regions, we measured the average TPM of the UDRs (± 250 bp regions from the uninherited demethylated CpGs) by CAGE. The average TPMs of the UDRs were prone to increase as differentiation proceeds in all comparisons except for the 0 to 48 h, indicating the activation of gene regulatory regions (Fig. 5a).

**Fig. 5:**
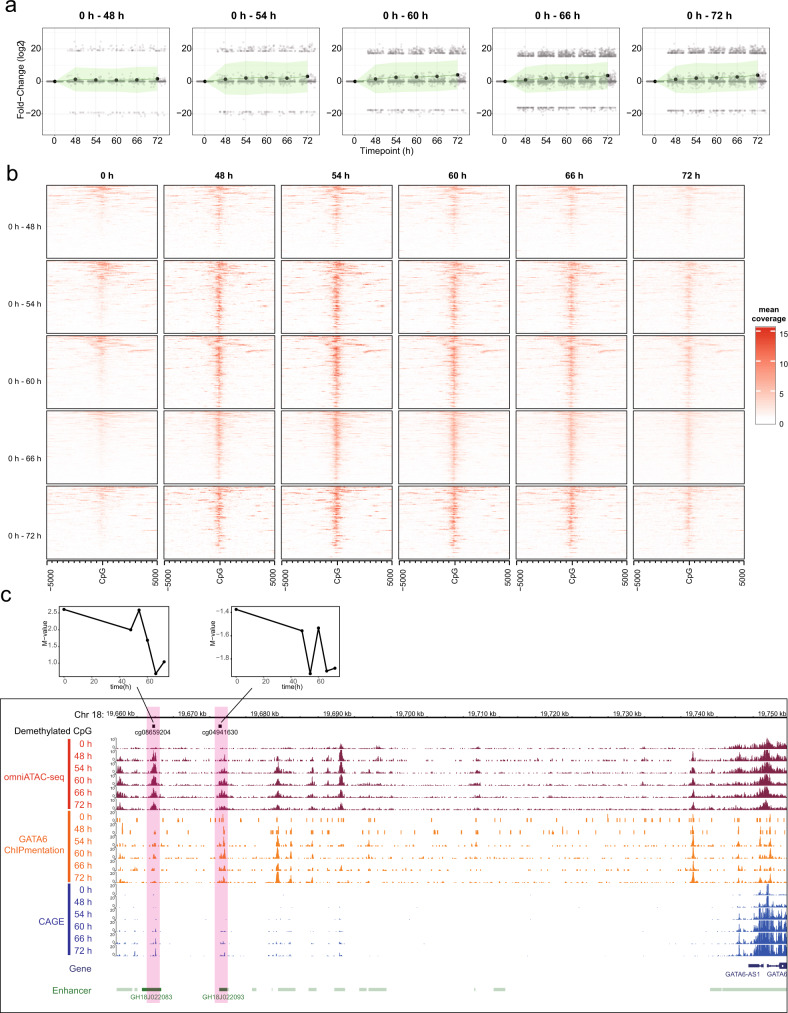
Chromatin status at demethylated regions. **a** Change in average TPM of demethylated regions during DE differentiation. X- and Y-axis represents time point and relative TPM (vs. TPM of 0 h), respectively. The black and gray circles represent average and individual data points, respectively. The light-green shade is the standard deviation. **b** Heatmaps showing mean Omni-ATAC-seq read coverage of 100 bp window at a range of ±5 kbp from demethylated CpGs. Each time point is horizontally aligned, and each of the UDRs is vertically aligned. Red is higher coverage of Omni-ATAC-seq reads. **c** A screenshot of the genome browser showing DNA demethylated regions during the DE differentiation stage, Omni-ATAC-read coverage, GATA6 ChIPmentation read coverage, and CAGE read coverage at GATA6 upstream region. The scale of each dataset is coverage of 10 million 100 nt reads. Red translucent rectangles represent demethylated regions. The enhancer track is based on the GeneHancer database, and enhancers overlapped with the demethylated region are shown as dark green. The genome version is hg19. M-value profiles of each demethylated probe are shown above (x-axis: time point (hour), y-axis: M-value).

To further analyze the interrelation between GATA6-mediated DNA demethylation and chromatin status, we measured chromatin accessibility by Omni-ATAC-seq^29^. Chromatin accessibility at the UDRs increased between 0 and 48 h and was maintained over the following time points at most of the demethylated regions (Fig. 5b), in agreement with the transcription pattern and GATA6 binding (Fig. 4e and Supplementary Fig. 6a). These demethylated regions coincident with chromatin opening during the DE differentiation stage included regulatory regions of known GATA6 targets, such as SOX17 and GATA6 (autoregulation) (Fig. 5c and Supplementary Fig. 7b)^30^. 

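In the region upstream of GATA6 on chromosome 18 (hg19) drawn in Fig. 5c, 2 sites had GATA6 summits, both between genes. As read by eye, both lay to the right of the shaded demethylated regions of that figure. The site nearer to the gene had its 72 h summit at 19739221, 10.3 kb upstream of the start of GATA6 at 19749550. Its score was 14.9 at 54 h, 25.3 at 60 h and 26.5 at 72 h. The nearest GATA motif was centred 17.5 bp from the 72 h summit. The site farther away had its 72 h summit at 19681874, 67.7 kb upstream, with scores of 15.0 at 60 h and 19.7 at 72 h. No summit fell in this region at 0, 48 or 66 h. In the window upstream of SOX17 on chromosome 8 drawn in Supplementary Fig. 7b, there were 4 summits at 72 h, 2 each at 54, 60 and 66 h and none at 0 h and 48 h. Their position relative to the shaded demethylated regions is not given here. The 72 h summit nearest to SOX17 was at 55356371, 14.1 kb upstream of the gene start at 55370495, with a score of 27.8. The scores at this site were 16.2 at 60 h and 17.9 at 66 h. The site at 55137711, 232.8 kb upstream, had summits at 54, 60, 66 and 72 h with scores of 13.6, 19.3, 10.4 and 20.9. It lay closer to another protein-coding gene, 89910 bp from the start of MRPL15. The remaining 72 h summits were at 55213317 and 55214705, with scores of 11.6 and 20.9. The site at 55213317 also had a 54 h summit, with a score of 12.9, and the site at 55214705 had a summit at 72 h only.

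**Figure D1:**
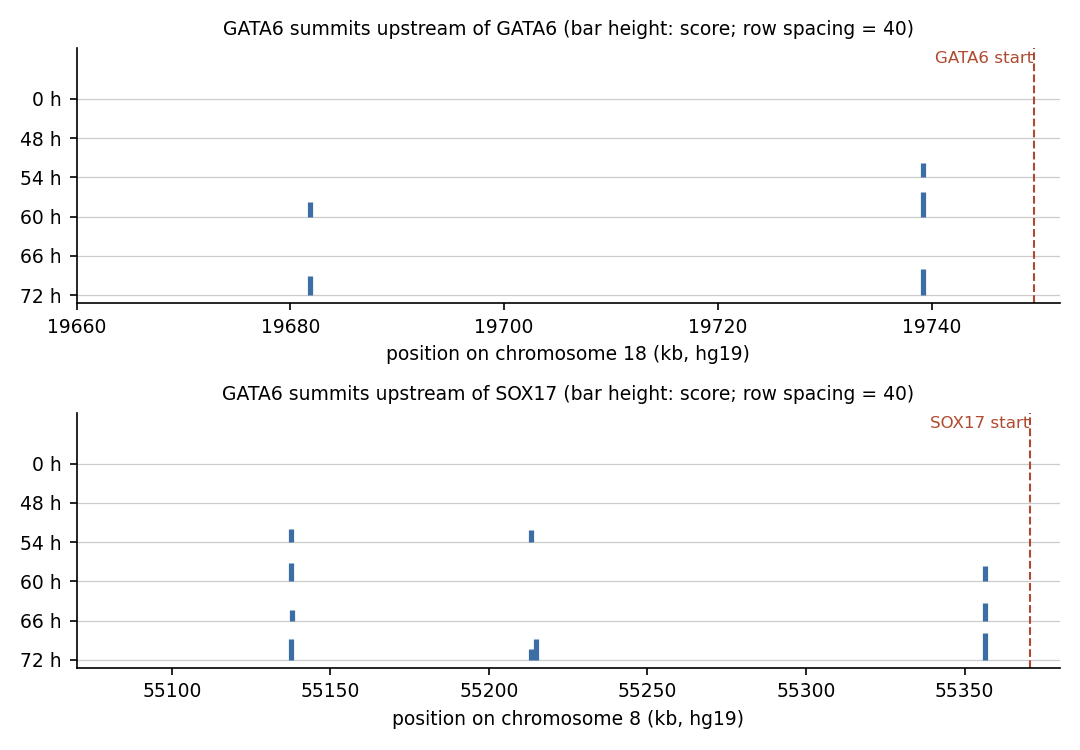
GATA6 summits in the regions upstream of GATA6 (top) and SOX17 (bottom), with the position on the chromosome in kb (hg19) on the horizontal axis and a row for each time point. The height of a bar is the score of the summit, the dashed line is the start of the gene, and no bar appears at 0 h or 48 h in either region or at 66 h upstream of GATA6.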

Notably, the demethylated regions noted during DE-like cell differentiation were only marginally accessible in iPS cells (0 h), although GATA6 is not expressed at that time, suggesting that target regions of the GATA6-mediated DNA demethylation are pre-defined by chromatin accessibility (Fig. 5b). We also investigated the change in chromatin accessibility of ATAC-seq peaks, which opened in the period 0 to 48 h, dividing the peaks into demethylated and hyper-methylation-maintaining regions. Mean accessibility level was higher in peaks at the demethylated regions than those at the hyper-methylation-maintaining regions at all time points even before chromatin opening (iPSCs), and the deviation of chromatin accessibility tended to be higher in the hyper-methylation-maintaining regions, suggesting that hypo-methylation stabilizes the open chromatin status (Supplementary Fig. 7c).

Taking advantage of our time-course multi-omics dataset, we compared the kinetics of GATA6 expression, GATA6 binding to the genome (ChIPmentation), methylation change (M-value), and chromatin status (ATAC-seq and Transcript) (Fig. 6a). Overall, the kinetics of GATA6 binding, chromatin accessibility, and transcription observed the same trends, regardless of the UDRs. 

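From 60 h to 66 h the number of GATA6 peaks changed by a factor of 0.405 (interval 0.383 to 0.427), although the 66 h library had 1.65 times the mapped reads of the 60 h library. Per mapped read the factor was 0.245, the largest shift among the alternatives tried. From 66 h to 72 h the number of peaks rose 4.08-fold (interval 3.88 to 4.30) with 1.21 times the mapped reads. At the 1265 sites with a 54 h summit and a summit within 200 bp at 60, 66 and 72 h, the median score was 22.8 at 54 h (95% interval of the median 22.1 to 23.3), 27.9 at 60 h (27.3 to 28.5), 22.9 at 66 h (22.3 to 23.2) and 36.3 at 72 h (35.6 to 37.0). At 935 of these sites (73.9%) the score was lower at 66 h than at 60 h, with a median ratio of 0.851 (interval 0.833 to 0.866). At 1181 sites (93.4%) it was lower at 66 h than at 72 h, with a median ratio of 0.656 (interval 0.645 to 0.669). When scores were divided by mapped reads, the median ratio was 0.516 relative to 60 h and 0.793 relative to 72 h. Sites are not replicates, and these scores come from 1 pooled list per time point. Of the 66 h peaks, 1770 (98.1%, interval 97.4 to 98.6%) lay within 200 bp of a 60 h or a 72 h summit.

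**Figure D2:**
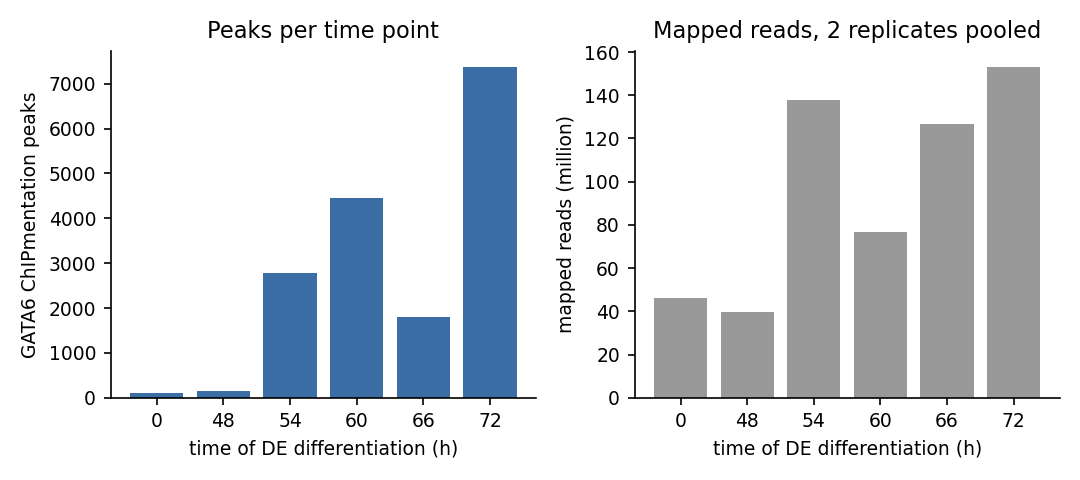
Number of GATA6 ChIPmentation peaks (left) and mapped reads of the 2 pooled replicates (right) at each time point of DE differentiation, with 1 bar per deposited list. The bar of 66 h stands for 1804 peaks and lies below that of 60 h on the left and above it on the right.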

While transcription levels and −ΔM value at the UDRs tended to increase after 48 h in accordance with GATA6 expression, GATA6 binding dramatically increased between 48 to 54 h and plateaued at 54 h, with a transient decrease at 66 h. Of note, chromatin accessibility increased in the period 0 to 48 h or 54 h and then decreased after the peaking, although DNA continued to be demethylated.

**Fig. 6:**
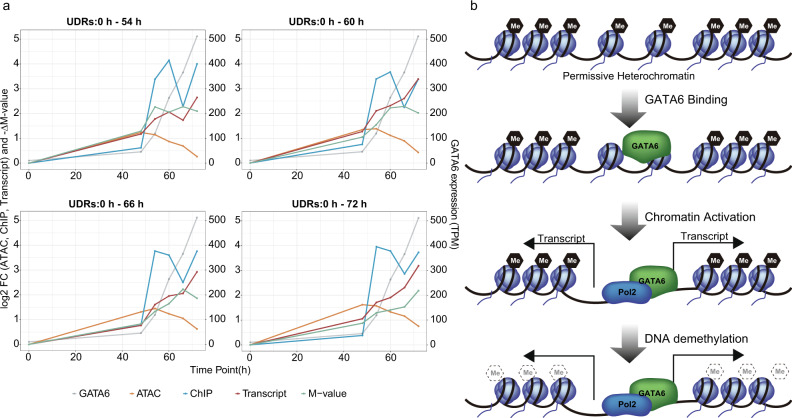
Multi-omics kinetic analysis. **a** Line plots showing changes in each demethylated region’s omics data. Y-axis is log_2_ fold-change (FC) for read coverages of ATAC-seq and ChIPmentation for GATA6 (left scale), and -ΔM-value (left scale); TPM for GATA6 expression (right scale). X-axis represents the time points of the differentiation. CAGE-based GATA6 expression profiles are identical among the panels. **b** A schematic illustration showing a model of interrelation between GATA6-mediated DNA demethylation and chromatin status.

## Discussion

In the present study, by applying transcriptome and TFBM over-representation analyses for differentially methylated regions, we comprehensively identified putative DNA methylation-regulating TFs during hepatocyte differentiation. Of these TFs, our results provide multiple strands of evidence that GATA6 is a primary epigenome regulator for the iPSC to DE-like cell differentiation.

Expressions of several hepatic function-related genes, such as Albumin, were low or not even on the day 28 HLCs (Supplementary Figs. 1c, 2a). Furthermore, several hepatic markers were decreased between day 21 and day 28, when the cells were cultured in the maintenance medium. This expression decline is likely the same phenomenon as the rapid loss of hepatic functionality when primary hepatocytes is cultured ex vivo. These drawbacks were already pointed out in the previous reports^19,20^. Thus, because the liability must be due to the differentiation protocol, the functionality may be enhanced by recently reported improved protocol or 3D organoid culture^31,32^. Nevertheless, because hepatic differentiation was high efficiency and near-homogeneous (Fig. 1c, d), the protocol used in this study seems to recapitulate the key molecular events of hepatic differentiation, which fulfill the purpose of this study.

We found enrichment of many TFBMs at demethylated regions during hepatocyte differentiation correlated with the expression of corresponding TFs (Fig. 2d, e and Supplementary Fig. 4b). In contrast, some TFBMs, such as POU5F1, GATA4, and GATA6, were overrepresented mainly in the methylated regions, and the expression of the corresponding TFs was inversely correlated with methylation change (Fig. 2b, c, e and Supplementary Fig. 4a), suggesting that gain of methylation may result from the loss of hypo-methylation maintenance by DNA demethylating-TFs. Interestingly, GATA4 and GATA6 binding motifs are also overrepresented in the demethylated regions at the DE-like cell differentiation, showing the dual roles of GATA4 and GATA6. To summarize, our data suggest that TF-mediated regulation of DNA methylation acts in both the gain and loss of methylation.

HNF4A is required during liver development for the establishment of 5hmC via interactions with TET3^33^. Although the methylation array analyses used in the present study do not distinguish between methylated cytosine and 5hmC, HNF4A binding motifs were overrepresented in the demethylated regions during the hepatoblast-like cell differentiation (Fig. 2d). Since 5hmC has a short half-life^34^, our results suggest that HNF4A-induced 5hmC is immediately converted to 5fC, 5caC, or unmodified cytosine. Thus, these issues are unresolved at present and require further investigations. 

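Of the 2773 GATA6 peaks of 54 h, 2132 (76.9%, interval 75.3 to 78.4%) had a 60 h summit within 200 bp, 1346 (48.5%, interval 46.7 to 50.4%) a 66 h summit and 2376 (85.7%, interval 84.3 to 86.9%) a 72 h summit. In these 3 lists together, 1265 (45.6%, interval 43.8 to 47.5%) had a summit each time, and 778 (28.1%, interval 26.4 to 29.8%) had one at 60 h and 72 h but not at 66 h. No later summit lay within 200 bp of 300 peaks (10.8%, interval 9.72 to 12.0%). These shares depend on the length of each list. With the 1804 highest-scoring summits taken from every list, they were 61.6% at 60 h, 58.1% at 66 h and 59.7% at 72 h. These numbers cover peaks over the whole genome and are not limited to demethylated regions.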

Concomitantly with the mRNA expression, GATA6 proteins bound to the vast majority of demethylated regions, which was maintained through differentiation (Fig. 4e and Supplementary Fig. 6a). Ectopic expression of GATA6 in HEK 293 T cells supported the GATA6-mediated binding site-directed DNA demethylation (Fig. 3b)^26^. As GATA6 protein is associated with TET proteins, recruitment of TET protein to the GATA6 binding sites may be one of the mechanisms underlying the demethylation of RUNX1^18^. Thus, these results demonstrate that GATA6 is a crucial regulator of DNA demethylation for early hepatic development.

GATA6 motif over-representation in the demethylated regions was not completely consistent with ChIPmentation results. 

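The GATA motif WGATAR (W, A or T; R, A or G) on either strand was counted within 100 bp of each GATA6 summit and in windows of the same width 2000 bp to either side. At 72 h, 6755 of the windows at summits (91.7%, interval 91.1 to 92.3%) and 34.9% of the flanking windows held the motif. The share at summits was 90.3% at 60 h (interval 89.4 to 91.1%), 81.7% at 54 h (interval 80.2 to 83.1%) and 85.1% at 66 h (interval 83.4 to 86.7%), with 34.8%, 33.4% and 31.9% of the flanking windows. For these 4 lists, the two-sided Fisher's exact test gave p = 1e-300, the lowest value that was written. At 48 h, 64 of 147 windows (43.5%, interval 35.8 to 51.6%) held the motif, against 25.2% of the flanking windows (Fisher's exact test, p = 1.27e-04 and 1.53e-04 after Benjamini-Hochberg adjustment over the 6 lists). With windows of 250 bp to either side, the 48 h difference was not detectable (52.4%, Fisher's exact test, p = 0.158). At 0 h, 26 of 111 windows (23.4%, interval 16.5 to 32.1%) and 22.8% of the flanking windows held it (Fisher's exact test, p = 0.891, adjusted 0.891). The motif nearest to the summit was centred at a median of 13.5 bp from it at 54, 60 and 66 h and 15.5 bp at 72 h. The stricter word AGATAA was present at 68.1% of the 72 h summits. The paper's own analysis scored the canonical GATA6 motif around demethylated CpGs, whereas these shares are for windows around summits.

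**Figure D3:**
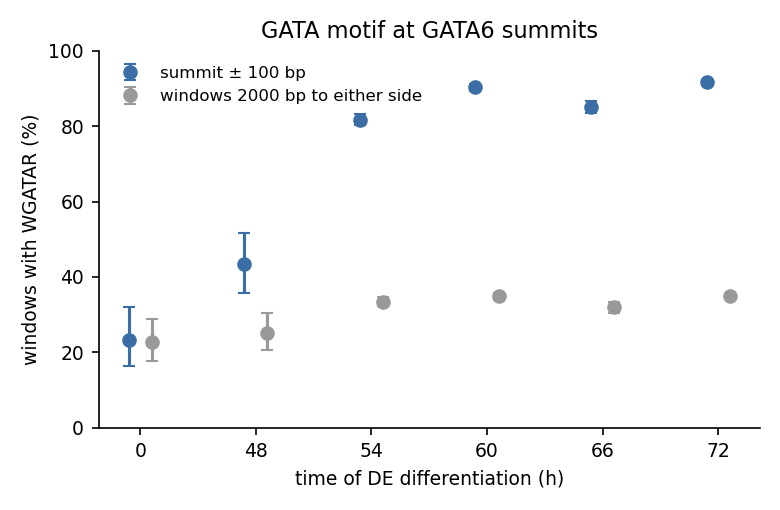
Percentage of windows with the motif WGATAR at each time point, for windows within 100 bp of GATA6 summits (blue) and for windows 2000 bp to either side (gray), with 95% Wilson intervals as error bars. The points of summits and flanks overlap at 0 h and lie apart from 54 h to 72 h, where the summits reach 81.7 to 91.7%.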

Since GATA-binding proteins can bind various non-canonical motifs with comparable affinities to the canonical GATA-binding motif^35^, our TFBM over-representation analysis, in which we used the canonical GATA6 motif, may underestimate the TF binding. In addition, ChIPmentation may include indirect binding of GATA6 via their co-factors such as Friend Of GATA (FOG) proteins^36^. Nevertheless, TFBM over-representation has a value in predicting TF binding, because it does not depend on experimental difficulties such as antibody quality.

GATA6 is reported to be a pioneer factor that directly binds to non-permissive heterochromatin and primes the opening of chromatin and histone modifications by interacting with the chromatin remodeling complex^37^. DNA demethylation by GATA6 may be a step toward pioneering. On the other hand, how the pioneer factors recognize their target regions is not clear yet^38^. Our finding that GATA6 binding regions were already slightly accessible in iPSCs may explain the mechanism (Fig. 5b).

Chromatin accessibilities at the DNA demethylated regions increased from 0 to 48 h or 54 h and then declined, although DNA methylation kept decreasing, inconsistent with the notion that DNA methylation is correlated with closed chromatin. As the chromatin accessibility assay reflects not only the presence of open chromatin or nucleosome density but also TF binding, this data may be due to the TFs binding.

Although the underlying molecular mechanisms have not been investigated in this study, our analysis proposes a sequential reaction coordinated with the expression pattern of TFs. DNA demethylating-TFs first bind to the permissive heterochromatin sites where the TFBM are located. They then open and activate the chromatin at the binding sites, and finally complete DNA demethylation (Fig. 6b). This sequential reaction may be merely due to differences in reaction times between chromatin remodeling and DNA demethylation. While chromatin remodeling is an enzymatic reaction, DNA demethylation is achieved by several mechanisms, including cell division-dependent passive DNA demethylation that takes more time than a single enzymatic reaction.

GATA6 plays pivotal roles in endoderm cell development and pancreas and lung formations^39–42^. Therefore, GATA6 haploinsufficiency causes several diseases, such as pancreatic agenesis^43^. Because the epigenetic function of GATA6 was also confirmed in HEK293T cells, which are non-endodermal, by the artificial ectopic expression system, GATA6-mediated DNA demethylation may be associated with the other biological system and pathology of these diseases.

## Methods

### Cell culture and in vitro differentiation

The 201B7 human iPS cell line^44^ was acquired from the RIKEN BioResource Center (BRC) and was cultured in a Cellartis^®^ DEF-CS™ Culture System (Takara Bio Inc., Shiga, Japan). For in vitro hepatocyte differentiation and DE differentiation, we used the Cellartis^®^ Hepatocyte Differentiation Kit (Takara Bio Inc.) and the Cellartis^®^ DE Differentiation Kit (Takara Bio Inc.), respectively, according to the manufacturers’ instructions. The culture conditions are shown in Fig. 1a.

### Immunocytochemistry

The cells cultured on a cover glass were fixed in 4% formaldehyde for 15 min, followed by blocking using 5% skim milk. The cells were then incubated with primary antibodies diluted by the antibody reaction buffer (1% BSA 0.2 % Triton-X100 containing D-PBS(+/+)) for 12 h at 4 °C. After washing in D-PBS(+/+) twice, the cells were incubated with secondary antibodies diluted by the antibody reaction buffer for 1 h at RT. The cells were mounted in slow-fade (Thermo Fisher Scientific Inc., Waltham, MA, USA) and analyzed by a BZ-X810 fluorescent microscope (Keyence Corporation, Osaka, Japan). Cell number measurements based on the immunocytochemistry images were performed using ImageJ. The antibodies used for the immunocytochemistry are shown in Supplementary Table 2.

### Methylation array analysis

Genomic DNA was isolated using a NucleoSpin^®^ Tissue Kit (Macherey-Nagel, Düren, Germany). The methylation array used an Infinium Human methylationEPIC BeadChip (Illumina, San Diego, CA, USA), according to the manufacturer’s instructions. Data normalization and M-value computation were performed *lumiMethyNorm* implemented in the InfiniumDiffMetMotR R package. Differentially methylated probes were identified as those with an M-value difference (ΔM) > 2.

### Cap analysis gene expression

Total RNA was extracted using NucleoSpin^®^ RNA (Macherey-Nagel) and 3 μg of the total RNA were reverse-transcribed using superscript III (Thermo Fisher Scientific Inc.). Cap structure of the RNA was biotinylated, followed by treatment of RNase ONE ribonuclease (Promega Corporation, Madison, WI, USA), RNA-cDNA hybrids were captured using streptavidin-coated magnetic beads (Thermo Fisher Scientific Inc.), and only single-stranded cDNAs were released from the beads. The released cDNAs were ligated to linkers and the second strand were synthesized using Deep Vent (exo-) DNA polymerase (New England BioLabs, Ipswich, MA, USA). The CAGE libraries were sequenced using single-end reads of 50 bp on the Illumina HiSeq 2500 (Illumina). The extracted CAGE tags were then mapped to the human hg19 genome by STAR. The tags per million (TPM) were calculated for each FANTOM5 TSS peak and regions extended ±250 bp from each differentially methylated CpG. Gene expression levels of each gene were computed as the sum of multiple TSS peaks associated with a single gene. The CAGE analysis was performed in three biological replicates.

### Omni-ATAC-seq

Ten southland cells were stored at −80 °C in STEM CELLBANKER^®^ (Takara Bio Inc.) until use. The cells were washed with PBS and nuclei were extracted. The extracted nuclei were resuspended in 50 μl of transposition mix (100 nM TED1 (Illumina), 0.01% digitonin, and 0.1% Tween-20, in TD buffer (Illumina)) and incubated at 37 °C for 30 min with 1000 RPM mixing. DNA was extracted from the reaction mixture with DNA Clean and Concentrator (Zymo Research, Irvine, CA, USA). DNA library was prepared using NEBNext^®^ Ultra™ DNA Library Prep Kit for Illumina^®^ (New England BioLabs) with five cycles of pre-amplification and three to seven cycles of PCR amplification. The amplified DNA library was purified with Zymo DNA Clean and Concentrator (Zymo Research), followed by two size-selection steps with SPRIselect (1:0.6 and 1:0.2 sample vol. to beads vol.; Beckman Coulter, CA, USA). The Omni-ATAC-seq libraries were sequenced using 50 bp single-end reads on the HiSeq 2500 (Illumina). The obtained sequence reads were mapped to the human hg19 genome by bowtie2. Reads mapped to the mitochondrial genome and duplicated reads were removed using removeChrom.py (Harvard ATAC-seq module) and samtools, respectively. Peak calling was performed using macs2 with a 10^−5^ cutoff *P* value. The Omni-ATAC-seq was performed in two biological replicates.

### Quantitative reverse transcription PCR (qRT-PCR)

Total RNA was reverse-transcribed using PrimseScript^™^ RT Master Mix (Takara Bio Inc.), followed by 10-fold dilution with EASY Dilution (Takara Bio Inc.). The real-time PCR were performed using TB Green^®^ Premix Ex Taq^™^ II (Takara Bio Inc.) with the 7500 Fast real-time PCR system (Thermo Fisher Scientific Inc.). The thermal cycle condition was an initial step of 10 s at 95 °C, followed by 40 cycles of 3 s at 95 °C and 20 s at 62.5 °C. Gene expression changes were calculated using the 2^−ΔΔCt^ method. Primers used for the qRT-PCR are shown in Supplementary Table 1.

### Lentivirus preparation and transduction

A GATA6 open reading frame was subcloned into the pCW57.1 vector using the Gateway LR reaction (Thermo Fisher Scientific Inc.). Doxycycline (Dox)-inducible GATA6 lentivirus vectors were produced by using the LV-MAX Lentiviral Production System (Thermo Fisher Scientific Inc.) according to the manufacturer’s instructions.

### Cloning-based bisulfite sequencing

The Dox-inducible GATA6 lentivirus vectors were transduced to HEK293T cells (BRC). After selection of the successfully transduced cells by culturing with 3 μg/ml puromycin, GATA6 were overexpressed by adding Dox at the final concentration of 500 ng/ml. After the 7 days of overexpression, the overexpression of GATA6 was shut off by removing the Dox. Genomic DNA was isolated using a NucleoSpin^®^ Tissue Kit (Macherey-Nagel, Düren, Germany). Bisulfite C-T conversion were performed using EZ DNA methylation-Gold Kits (Zymo Research). The target genomic regions were amplified by 35 cycles of PCR using an EpiTaq™ HS (Takara Bio Inc.) according to the manufacturer’s instructions. The PCR products were inserted into pTA2 plasmids using a TArget™ Clone Kit (Toyobo Co., Ltd., Osaka, Japan). The Sanger sequencing was done by Eurofins Genomics (Tokyo, Japan) with the M13-21 primer. The primers used to amplify the target region are shown in Supplementary Table 1.

### HaloTag pull-down assay

HaloTag-fused- TET1 (FHC23878, Promega Corporation), -TET2(FHC22012, Promega Corporation), or -TET3(FHC30888, Promega Corporation) was co-transfected with pCDNA3.2-GATA6 to HEK293T cells (BRC) using Fugene HD (Promega Corporation). After 2 days from the transfection, the cells were collected and subjected to the HaloTag^®^ Mammalian Pull-Down System (Promega Corporation) according to the manufacturer’s instruction. The obtained sample were subjected to SDS-PAGE using NuPAGE Bis-Tris Gel (Thermo Fisher Scientific), followed by transfer to a PVDF membrane. The membrane was blocked by the Bullet Blocking One for Western Blotting (Nakarai Tesque Inc., Kyoto, Japan), incubated with an anti-GATA6 antibody in the Can Get Signal Solution 1 (Toyobo Co., Ltd.) for 12 h, and incubated with a secondary antibody in the Can Get Signal Solution 2 (Toyobo Co., Ltd.) for 1 h. The membrane was developed using ECL^™^ Prime (Cytiva, Marlborough, MA, USA), followed by image capturing by Fusin LS (Vilber Lourmat, Marne-la-Vallée, France). The antibodies used for the pull-down assay were shown in Supplementary Table 2.

### ChIPmentation

ChIPmentation was performed using a ChIPmentation for Transcription Factor kit (Diagenode) according to the manufacturer’s instructions. Briefly, the cells were fixed with 1% formaldehyde for 8 min. Chromatin was sheared by sonication using a Picoruptor^®^ (Diagenode) for ten cycles and subjected to magnetic immunoprecipitation and tagmentation using an SX-8G IP-STAR^®^ Compact Automated System (Diagenode). The sequencing libraries were amplified by nine cycles of PCR and cleaned up using AMPure XP beads (Beckman Coulter). The ChIPmentation libraries were sequenced using 150 bp paired-end reads on the HiSeq X (Illumina). The sequence reads were mapped to the human hg19 genome by bowtie2. Reads mapped to the mitochondrial genome and duplicated reads were removed using removeChrom.py and samtools, respectively. Peak calling was performed using macs2 with a 10^−10^ cutoff *P* value. 

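The lowest score, the −log10 of the p-value, was 10.1 in the 54 h list, 10.04 in the 60 h list, 10.02 in the 66 h list and 10.1 in the 72 h list. It was 14.8 in the 0 h list and 12.5 in the 48 h list. The lowest score of all corresponds to a p-value of 9.64e-11. Each list gives every summit at a position of its own. Contigs outside chromosomes 1 to 22, X and Y held 13.5% of the 0 h peaks, 9.52% of the 48 h peaks and 1.40% of the 72 h peaks.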

The antibody used for the ChIPmentation were shown in Supplementary Table 2. The ChIPmentation was performed in two biological replicates.

### Enzyme-linked immunosorbent assay (ELISA)

Culture medium on the indicated day were collected. The medium was replaced with a fresh medium 3 days before the collection. According to the manufacturer’s instruction, the medium was diluted 1000-fold and subjected to ELISA for AFP using the Human alpha Fetoprotein ELISA Kit (Abcam, Cambridge, UK). Four biological replicates with two technical replicates were used.

### Tissue-specific gene enrichment analysis

Upregulated genes between day 0 and day 28 were identified using the generalized linear model by *DBanalysis* function of the TCseq R package. For the upregulated genes, tissue-specific gene enrichment analysis was performed using enrichr with the ARCHS4 dataset.

### Functional analysis of differentially methylated regions

GO analysis of differentially methylated regions was performed using *GREAT*^22^. Enriched GO lists were summarized based on Semantic Similarity by the GOsemSim R package.

### Screening of DNA methylation-regulating transcription factors

TFBM over-representation analysis was performed using the *MotScr* function implemented in the InfiniumDiffMetMotR R package with the PWM database of Integrated analysis of Motif Activity and Gene Expression changes of transcription factors (IMAGE)^45^. Out of the overrepresented motifs, the corresponding genes whose CAGE tag-per-million ≥50 at the time points where the TF binding motif was overrepresented were selected as DNA methylation-regulating transcription factors.

### Correlation matrix

The correlation coefficient of all combinations of two clusters was computed using the M-values. The correlation coefficients were visualized as the correlation matrix heatmap. The clusters were ordered based on hierarchical clustering, which was calculated using the *hclust* and *dist* functions of the R stats package with the default settings.

### Functional analysis of differentially methylated regions

Differentially methylated CpGs that were identified as ΔM > 2 and ±100 bp extended regions from the differentially methylated CpGs were used as differentially methylated regions. The differentially methylated regions were subjected to GREAT analysis using the *submitGreatJob* function implemented in the rGREAT R package with background data, which is with the regions extended ±100 bp for all methylation array probes. Log_10_ FDR and the ratio between the numbers of hit regions and all differentially methylated regions of the Top10 overrepresented GOs (Biological Process) were visualized.

### Annotation of differentially methylated regions

Gene promoters were defined as 1 kbp upstream and 200 bp downstream regions of genes in gencode human release version 19. The enhancers used in this study were FANTOM5 human phase 1 and 2 permissive enhancers. Non-promoter and non-enhancer regions were defined as unannotated regions. The complete overlap between uninherited demethylated CpGs and each regulatory region was counted.

### Coverage analysis of GATA6 ChIPmentation and Omni-ATAC-seq

Bigwig Coverage files of CAGE ChIPmentation and Omni-ATAC-seq were computed using *bam2wig.py* with 1,000,000,000 wigsum (equals to coverage of 10 million 100 nt reads). The read coverage was visualized in the range between ±5 kbp from the demethylated CpGs using the *EnrichedHeatmap* function with the w0 mean model implemented in the EnrichedHeatmap R package.

### Permutation test between GATA6 ChIPmentation peaks and the demethylated regions of DE differentiation stage

Differentially methylated CpGs that were identified as ΔM > 2 and ±200 bp extended regions from the differentially methylated CpGs were used as differentially methylated regions. Permutation tests were performed using *the permTest* function implemented in the regioneR R package with permutation 1000 times permutation.

### Statistics and reproducibility

The numbers of biological and technical replicates are indicated for each experiment. The statistical tests used are shown in each analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Infomation

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE163331. Source data underlying the main figures are presented in Supplementary Data 1. The M-value data of GATA6-overexpressing HEK293T cells that support the findings of this study are available in Figshare (10.6084/m9.figshare.18376592.v1).

# Supplementary material for: GATA6 is predicted to regulate DNA methylation in an in vitro model of human hepatocyte differentiation
**Source:** Commun Biol. 2022 May 4;5:414. doi: 10.1038/s42003-022-03365-1
**Supplement:** Supplementary file 2 — Supplementary Infomation

# Supplementary Figure 1: Expression of differentiation marker and DNA methylation-related genes

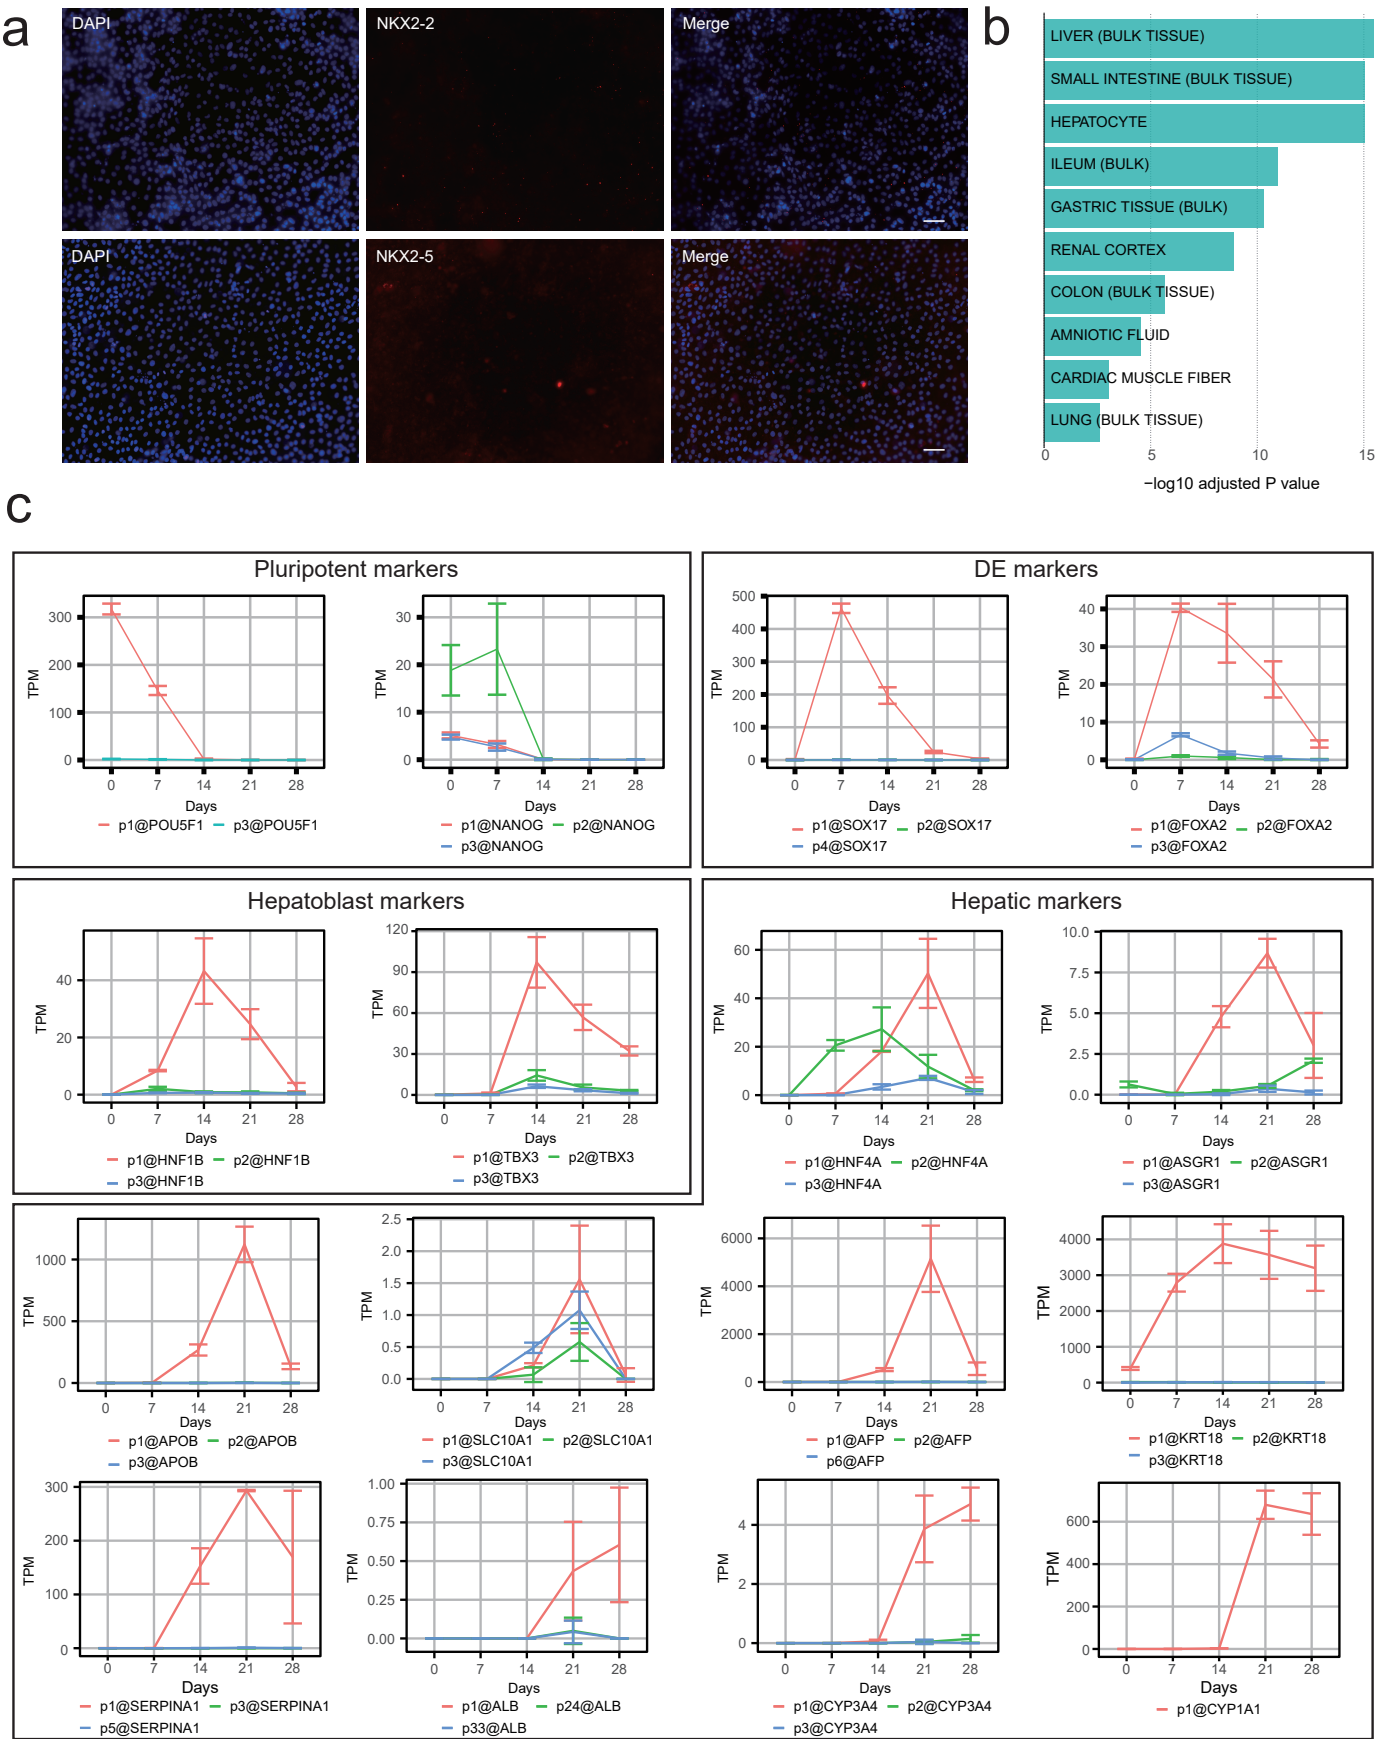

(a)Immunocytochemistry for NKX2.2 and NKX2.5 in day 21 cells. The scale bar is 50 μm. (b) Tissue-specific gene enrichment analysis. The bar blot shows enrichment of top 10 specifically expressing tissues of the upregulated genes on day 28 compared with day 0. The X-axis represents  $-\log_{10}$  adjusted P-value. (c) Line plot showing average TPM of each promoter of pluripotent, DE, and hepatic differentiation marker genes. The error bar is the standard deviation. X- and Y-axis are days of differentiation and average TPM, respectively. The experiment was performed in three biological replicates.

**Supplementary Figure 2: AFP secretion and DNA methylation-related gene expressions.**

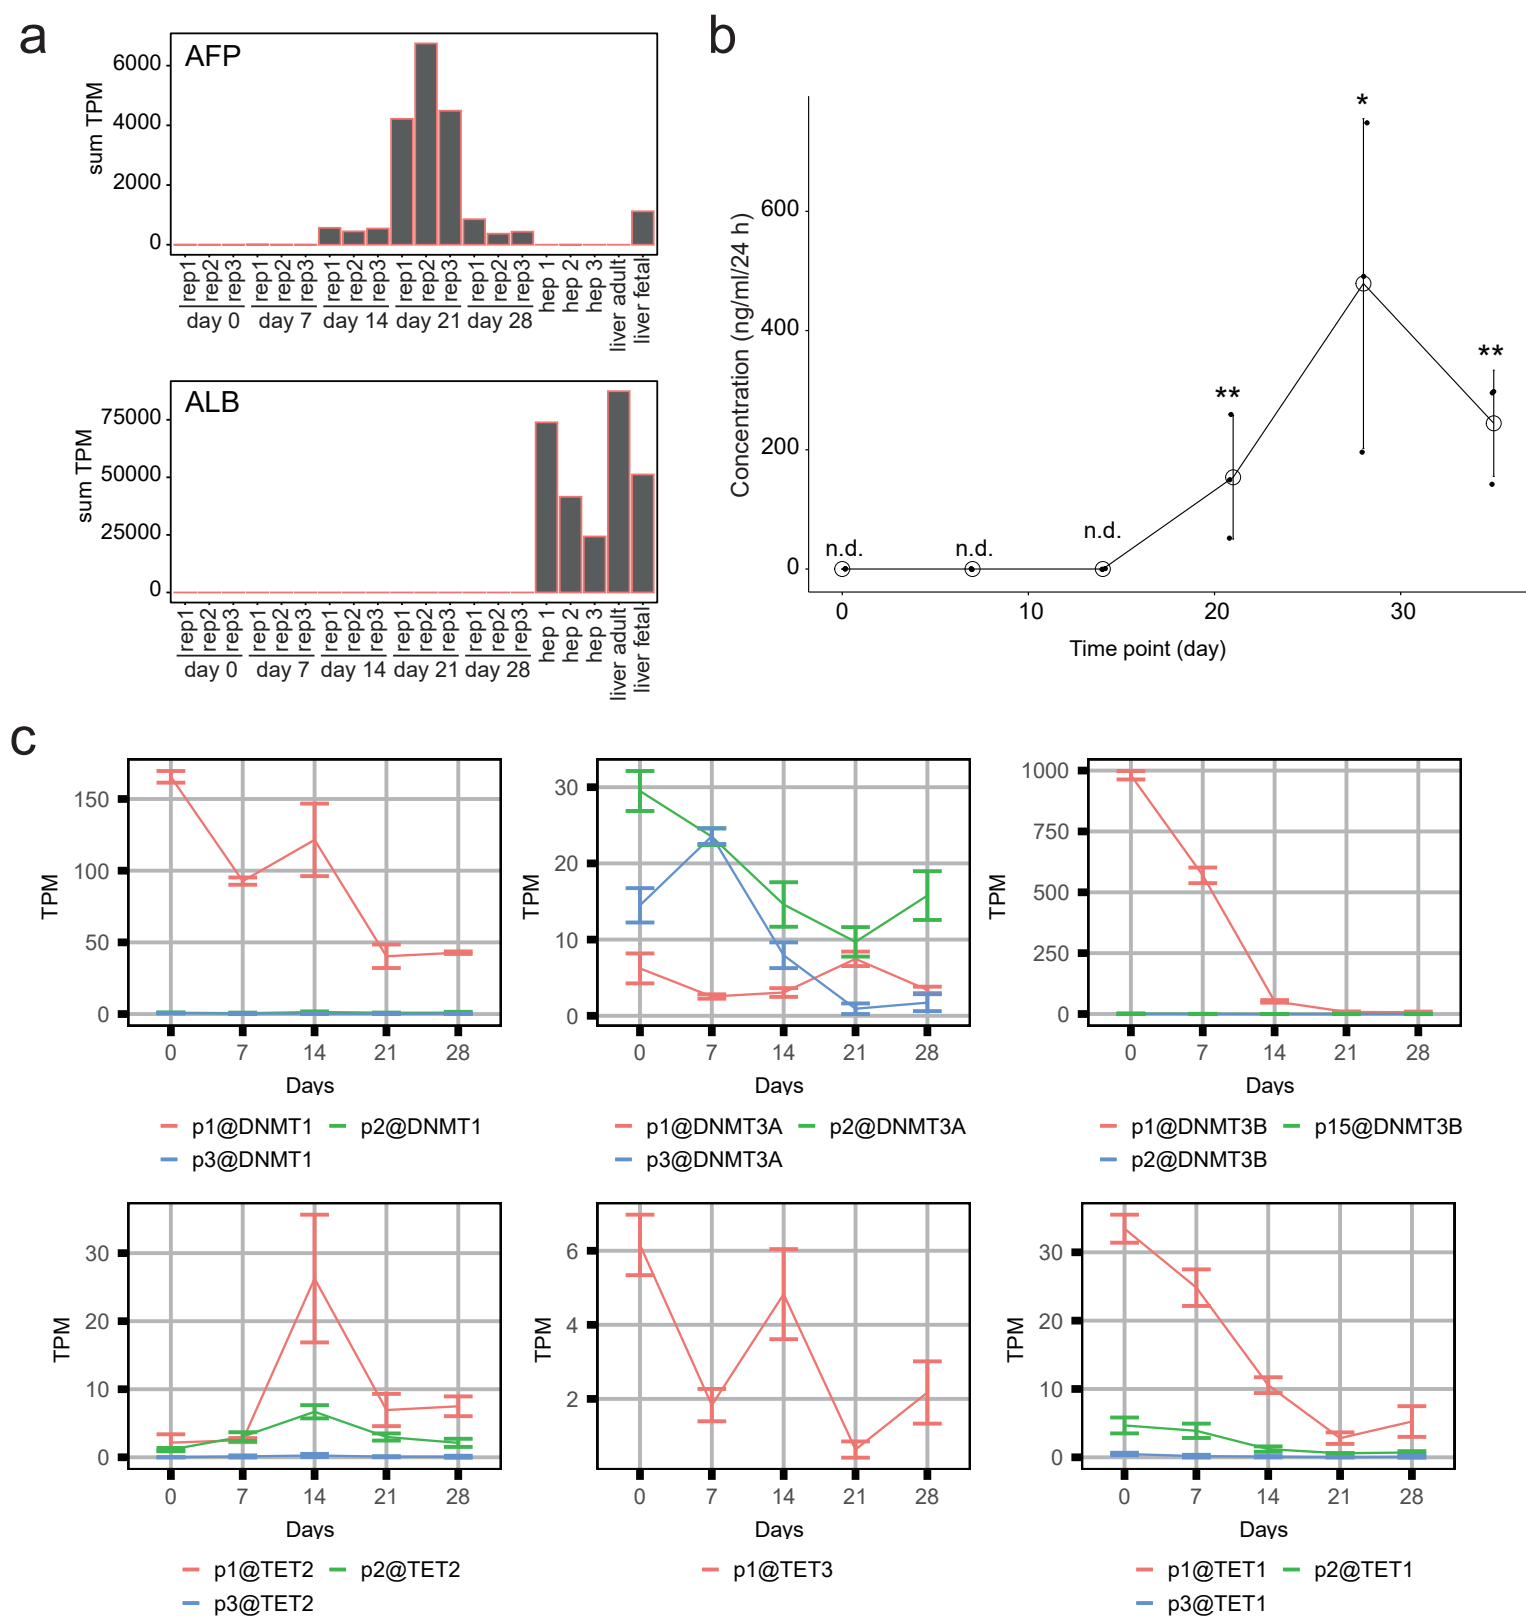

(a) AFP and ALB CAGE expression data of in vitro hepatic differentiation time-course and published primary hepatocyte, adult liver, and fetal liver (Forrest. A. et al. Nature 507, 462-470 (2014)). Replicate number is abbreviated to the rep, hep 1: hepatocyte donor 1, hep 2: hepatocyte donor 2, hep 3: hepatocyte donor 3. (b) AFP levels in culture medium. The medium was replaced with fresh medium three days before the collection. The X-axis is the days of differentiation. Y-axis is the concentration per 24 hours. Each open circle and error bar are mean and standard deviation. Black dots are individual data point. n.d. is "not detected" showing below the detection limit. The experiment was performed in four biological replicates with two technical replicates (\* $p < 0.05$ ; \*\* $p < 0.01$ ; One-sided Student's t-test). (c) Line plot showing average TPM of each promoter of DNA methylation-related genes. The error bar is the standard deviation. X- and Y-axis are days of differentiation and average TPM, respectively. The experiment was performed in three biological replicates.

# Supplementary Figure 3: Enriched Gene Ontologies at differentially methylated regions.

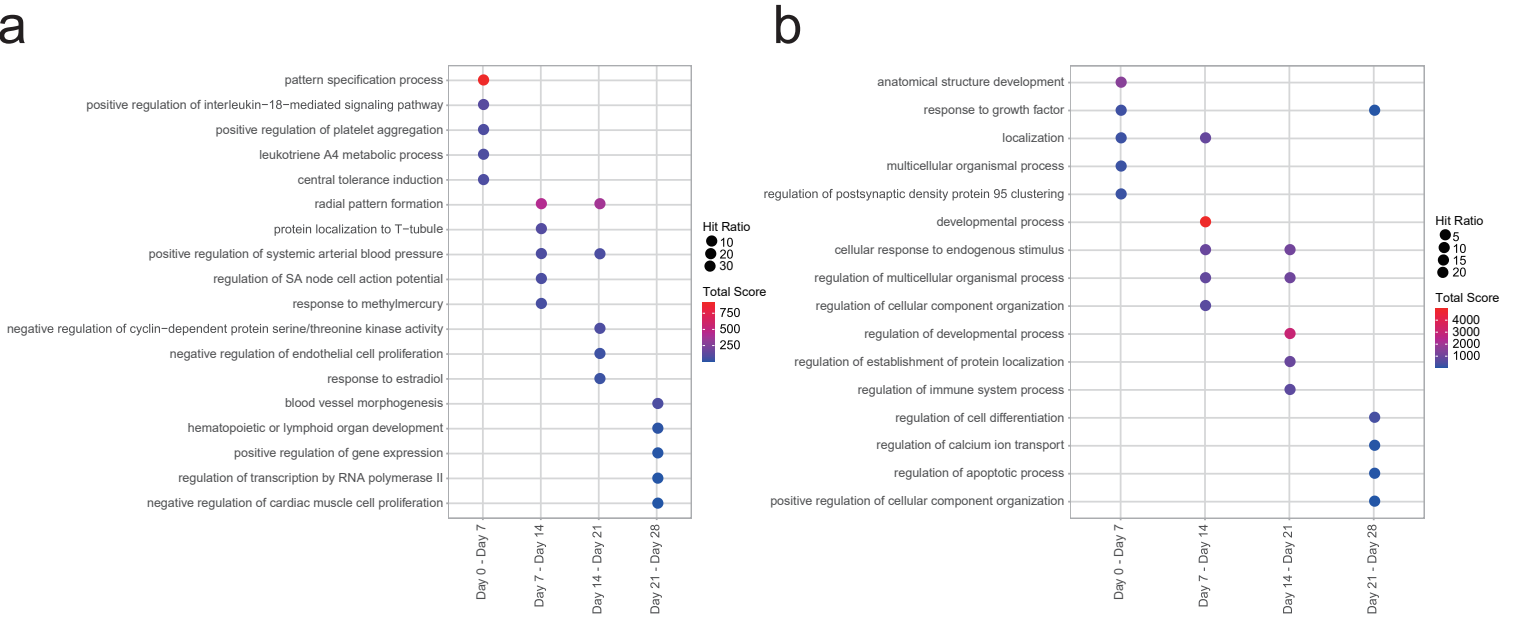

Top 5 enriched summarized GOs of methylated (a) and demethylated (b) regions. The dot size represents the ratio between the number of probes that hit the GOs and all methylated or demethylated probes. The color represents total scores computed by reduceSimMatrix function of the rrvgo R package.

# Supplementary Figure 4: Expression profile of putative DNA methylation-regulating TFs

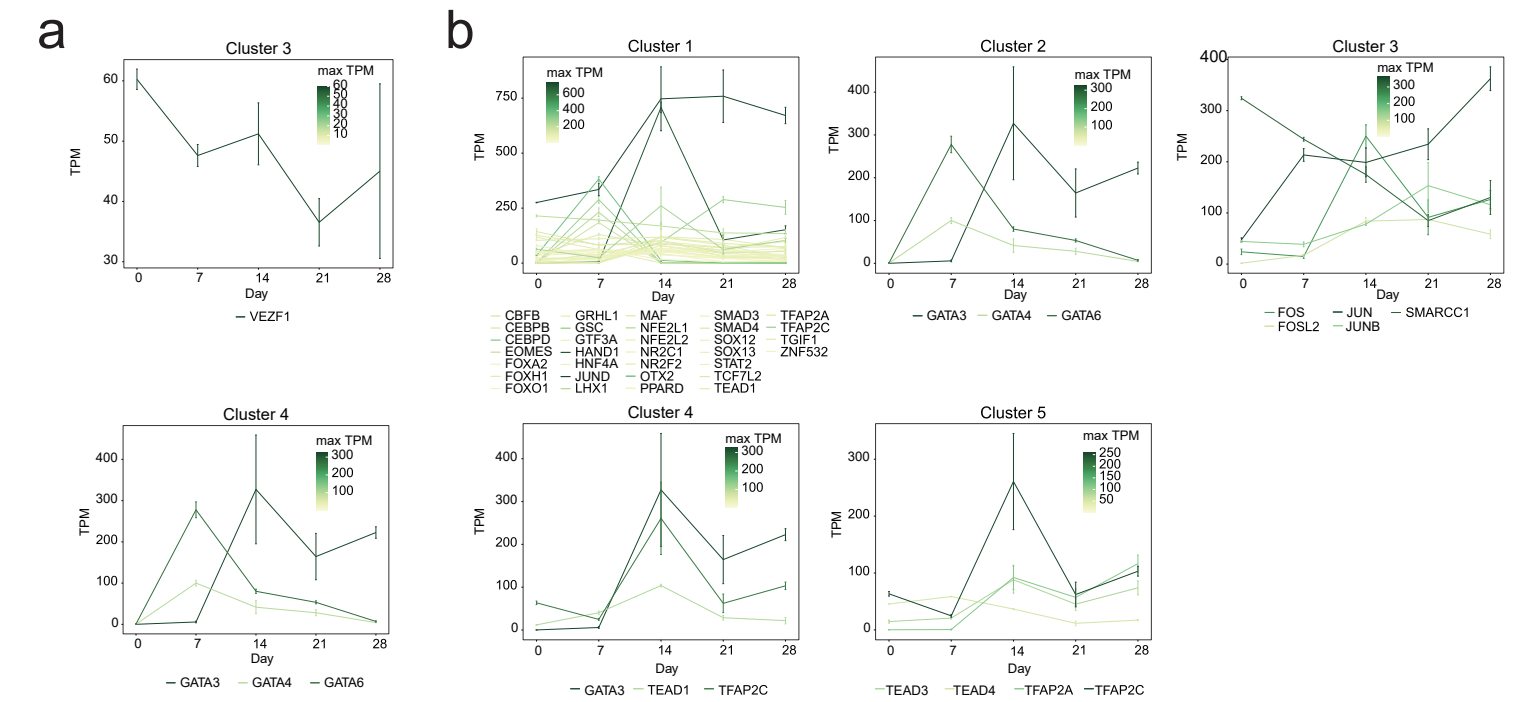

mRNA expression profile of the genes corresponding to the overrepresented TF binding motifs at methylated (a) and demethylated (b) regions. X- and Y-axes show time points of differentiation (hours from differentiation initiation) and tag-per-million (TPM) of CAGE, respectively. The color of each line and the error bar represents the maximum TPM and s.d., respectively. The experiment was performed in three biological replicates.

Supplementary Figure 5: DNA demethylation by GATA6 overexpression.

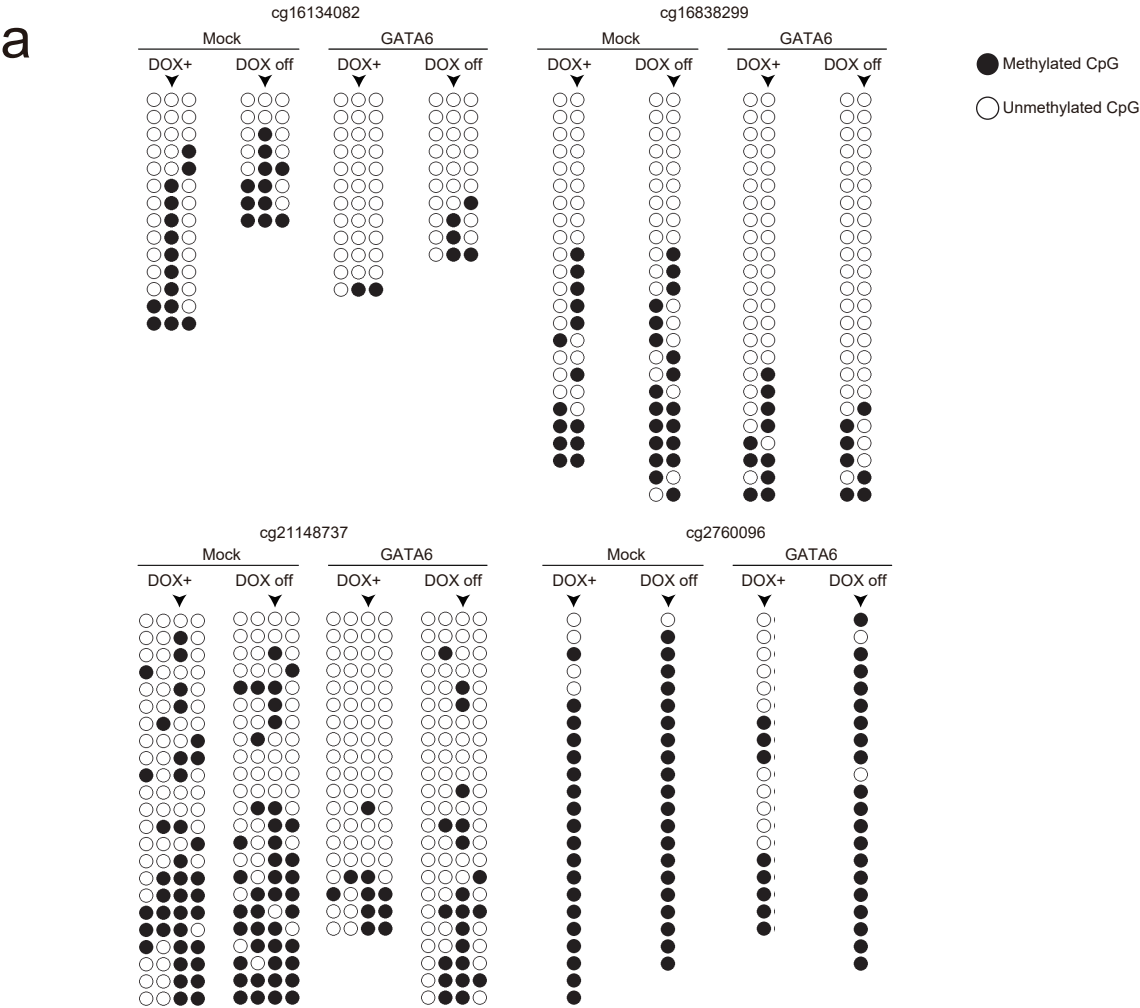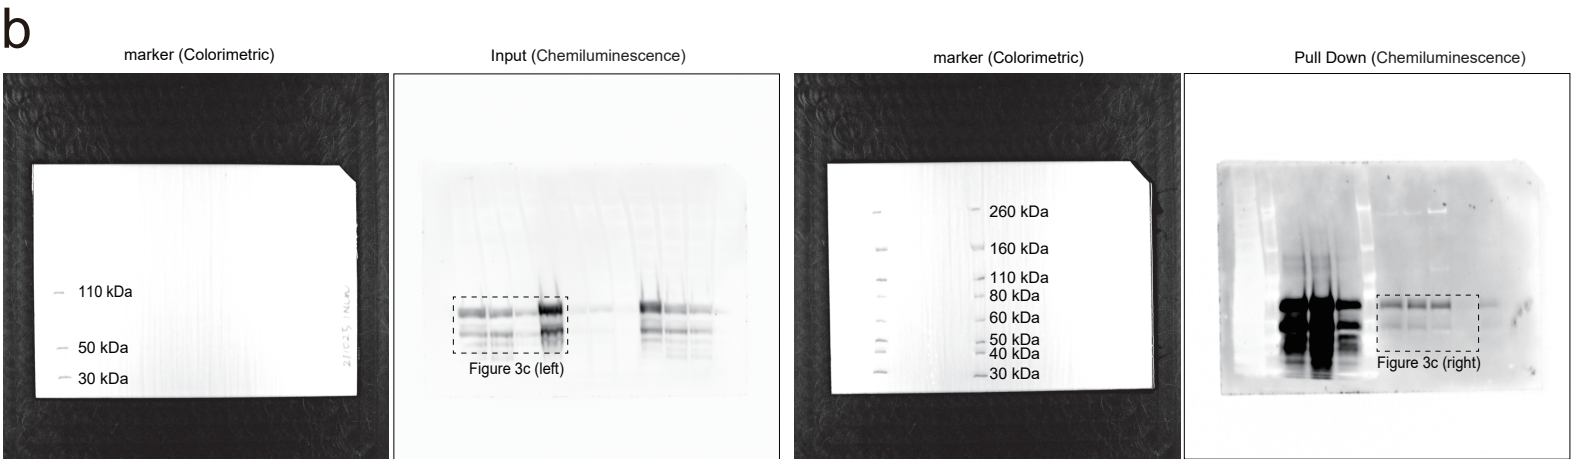

(a) Cloning-based bisulfite sequencing for GATA6 overexpression and withdrawing. DNA methylation patterns of  $\pm 100$  bp regions from four selected demethylated regions, analyzed by cloning-based bisulfite sequencing. Black and white circles indicate methylated and unmethylated cytosine of CpG, respectively. Horizontal lines represent the sequencing result of each sub-clone. Arrowheads indicate the CpGs that are demethylated in methylation array analysis. (b) Uncropped unprocessed western blot of Fig. 3c.

Supplementary Figure 6: Transcriptome and methylome analysis of iPS cell to DE differentiation.

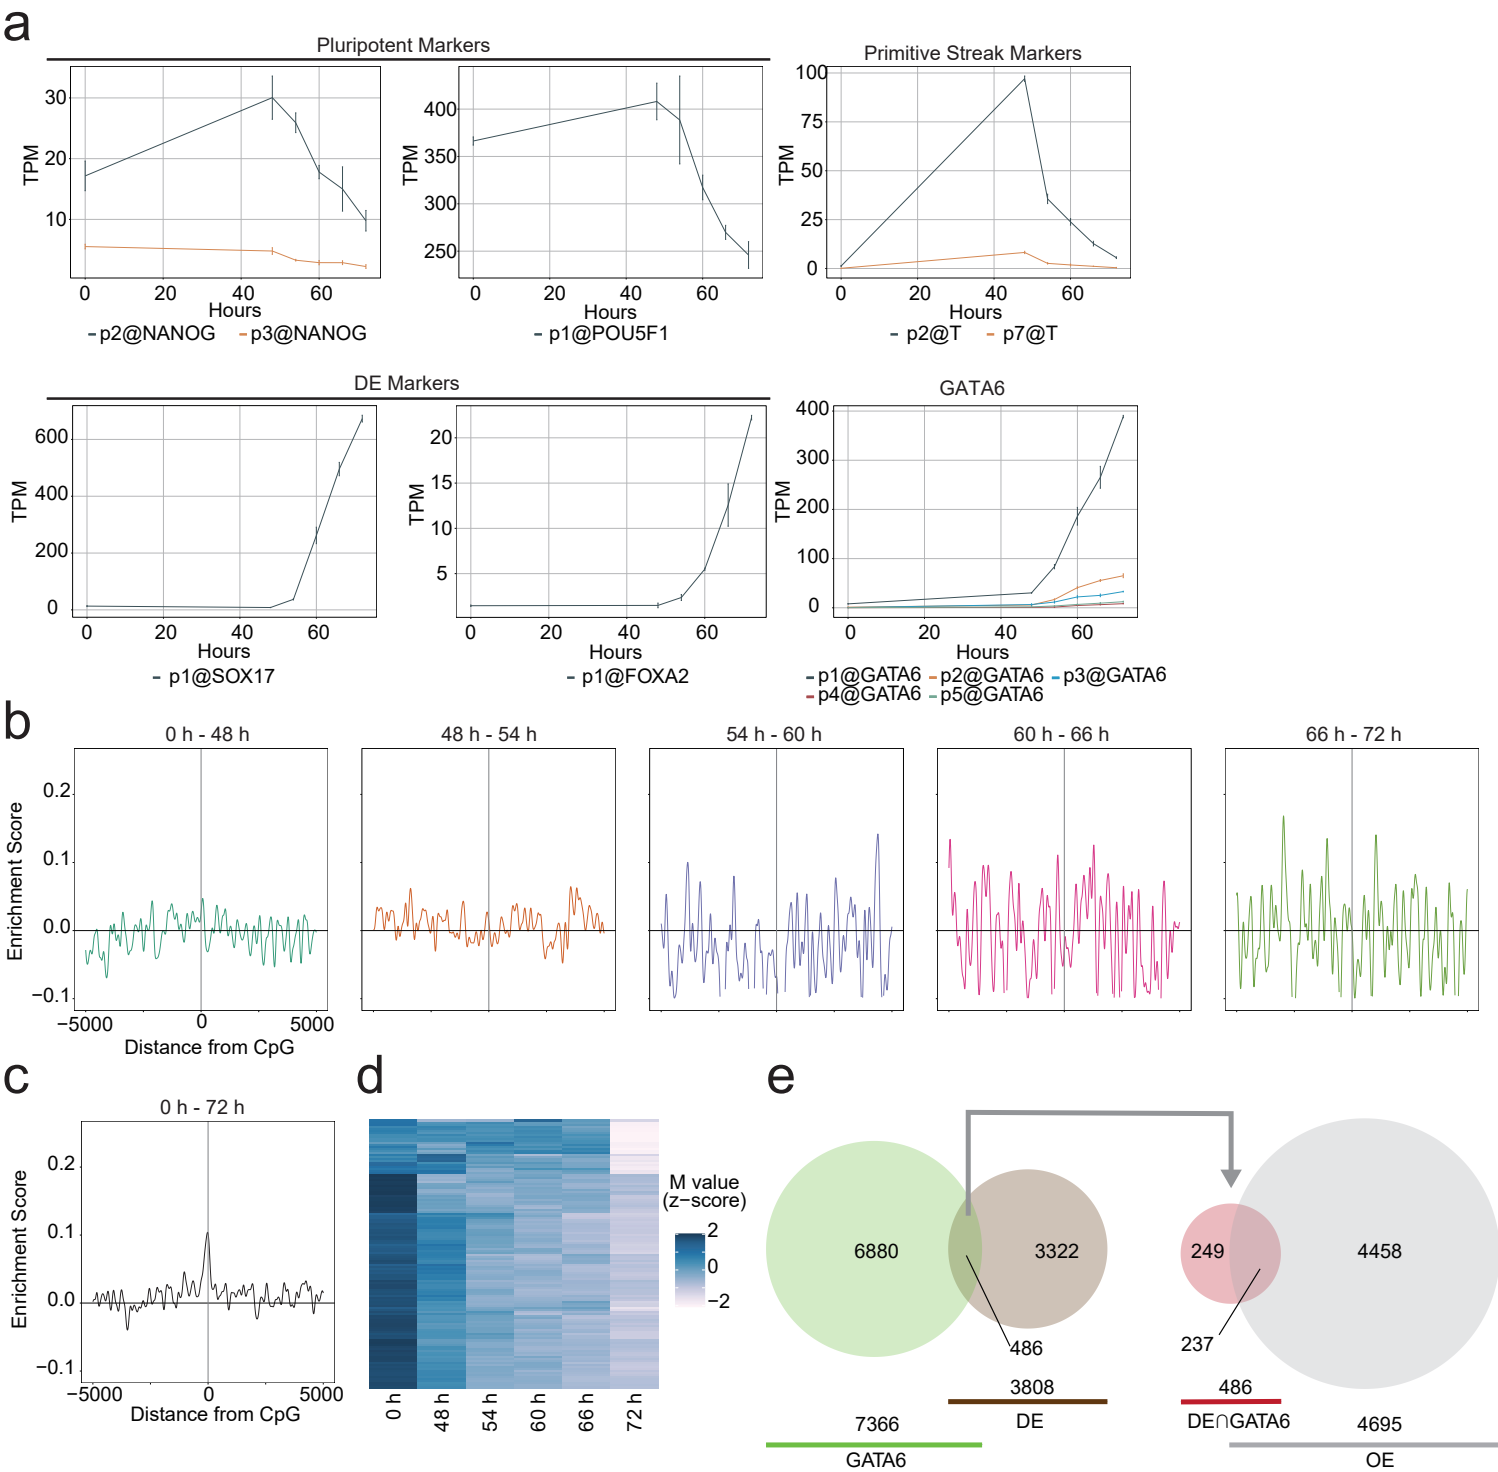

(a) Line plot showing average TPM of each promoter of the pluripotent, primitive streak, and DE differentiation marker genes. The error bar is the standard deviation. X- and Y-axis are days of differentiation and average TPM, respectively. The experiment was done in triplicate. (b, c) Distribution of enrichment score for the GATA6 binding motif within  $\pm 5,000$  bp of demethylated CpG probes at each interval of adjacent timepoint (b) and 0 h vs. 72 h (c). X- and Y-axes show distance from probe CpG position and enrichment score, respectively. Horizontal and vertical lines are enrichment score = 0 and demethylated CpG position, respectively. The colors of each plot represent colors of timepoints shown in Fig. 4A. (d) A heatmap showing the M-value at each timepoint of the probes demethylated in 72 h compared with 0 h. The color represents the z-scored M-value. (e) Venn diagrams showing the overlap between GATA6 ChIPmentation peaks (GATA6) and demethylated regions of the DE differentiation stage (DE) (left) and the overlap between the intersect regions of the left Venn diagram ( $DE \cap GATA6$ ) and demethylated regions induced by GATA6 overexpression in 293T cells (OE) (Miyajima et al. Chromosome Res. (2022)).

Supplementary Figure 7: Chromatin status at UDRs.

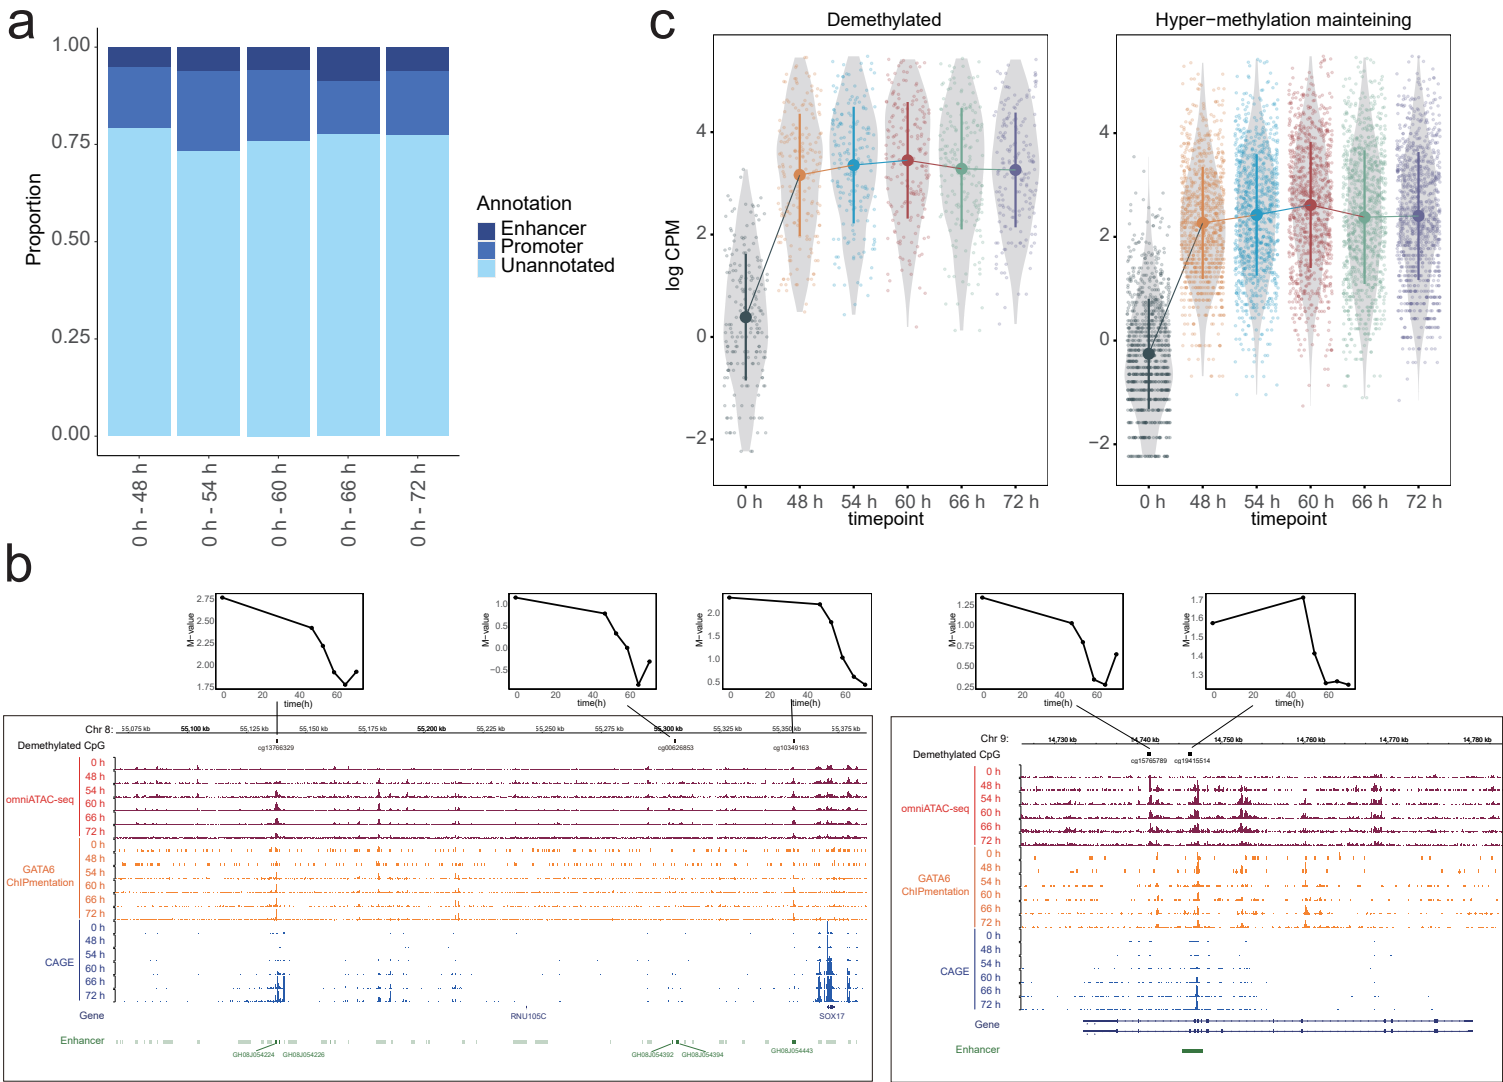

(a) The proportion of UDRs by regulatory region annotation. X- and Y-axis represent comparison and proportion, respectively. (b) Representative screenshots of the genome viewer. DNA demethylated regions shown in the genome viewer are GATA6 ChIPmentation read coverage and OmniATAC-read coverage at the upstream region of SOX17 and the FREM1 locus. The scale of each dataset is coverage of 10 million 100 nt reads. Red translucent rectangles represent demethylated regions. Enhancer track is based on the GeneHancer database, and enhancers overlapped with the demethylated region are shown as dark green. The genome version is hg19. M-value profiles of each demethylated probe are shown above (x-axis: time point (hour), y-axis: M-value). (c) Violin plots showing chromatin accessibility of ATAC-seq peaks opened in the period 0 to 48 h with the demethylated regions and hyper-methylation-maintaining regions. X- and Y-axis are DE differentiation timepoints and log Count Per Million (CPM). Vertical bar, fill circle located at the center of the vertical bar, and gray shade at each data represent s.d., mean, and distribution of data. Open circle represents each data point.

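The window of the FREM1 locus drawn in Supplementary Fig. 7b, on chromosome 9 (hg19), held no GATA6 summit in any of the 6 lists, so that any binding in this window stayed below the peak cutoff. The nearest summit was at 14796135 in the 72 h list, 13135 bp outside the window in an intron of FREM1, with a score of 20.6. The nearest GATA motif was centred 5.5 bp from this summit.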

| Supplementary Table 1 Primer List  |                               |                                |
|------------------------------------|-------------------------------|--------------------------------|
| qRT-PCR                            |                               |                                |
| Gene Symbol                        | Forward Primer                | Reverse Primer                 |
| GATA6                              | GAGCCCTACTCGCCCTAC            | GACAGGTCTCCAGCAGGT             |
| GATA4                              | GCTCCTACTCCAGCCCTAC           | GTGGACATAGCCCCACAGTT           |
| Cloning-based bisulfite sequencing |                               |                                |
| Target Probe ID                    | Forward Primer                | Reverse Primer                 |
| cg16134082                         | TATTTAGTGGGTTGTGATTTAGGAG     | AAATAATCAAAACAACATATTTCCATATAA |
| cg16838299                         | GAAATATAGAGGAATTAAAGTTAGTATTA | ACCTCCATTTTATAAATAAAAAAAC      |
| cg21148737                         | GGTAAATAATGAAATTTTGGGGTG      | CTTCTTCCTCAACACAAAACTAC        |
| cg27160096                         | TGAATAGGTTTTGGGGTGTAATATAAT   | AATCAAACAATCAAAACAATCCAATA     |

| Supplementary Table 2 Antibody List             |                           |          |             |          |
|-------------------------------------------------|---------------------------|----------|-------------|----------|
| Antibody                                        | Manufacture               | Cat #    | Lot #       | Dilution |
| <b>Immunocytochemistry</b>                      |                           |          |             |          |
| anti-HNF4a                                      | abcam                     | ab92378  | GR3339194-1 | 1:100    |
| anti-Nkx2.2                                     | abcam                     | ab191077 | GR3173859-8 | 1:50     |
| anti-Nkx2.5                                     | Cell Signaling Technology | 8792     | 3           | 1:400    |
| anti-AFP                                        | Takara bio                | M225     | AK301       | 1:100    |
| anti-Rabbit IgG (H+L) alexafluor 594 conjugated | ThremoFisher Scientific   | A32740   | UD286650    | 1:200    |
| anti mouse IgG alexafluor 488 conjugated        | ThremoFisher Scientific   | A21202   | 2018296     | 1:200    |
| <b>ChIPmentation</b>                            |                           |          |             |          |
| anti-GATA6 antibody (D61E4)                     | Cell Signaling Technology | 5851S    | 4           | 1:50     |
| <b>HaloTag pull-down assay</b>                  |                           |          |             |          |
| anti-hGATA6                                     | R & D                     | AF1700   | KWT0421021  | 1:1000   |
| VeriBlot for IP secondary antibody              | abcam                     | ab131366 | GR190998-5  | 1:5000   |

# Supplementary material for: GATA6 is predicted to regulate DNA methylation in an in vitro model of human hepatocyte differentiation
**Source:** Commun Biol. 2022 May 4;5:414. doi: 10.1038/s42003-022-03365-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Source data underlying main figures.

# Supplementary material for: GATA6 is predicted to regulate DNA methylation in an in vitro model of human hepatocyte differentiation
**Source:** Commun Biol. 2022 May 4;5:414. doi: 10.1038/s42003-022-03365-1
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

For CAGE, the data were acquired using the HiSeq 2500 sequencer.  
For ATAC-seq, the data were acquired using the HiSeq 2500 sequencer.  
For ChIPmentation, the data were acquired by Microgen, Inc using the HiSeq X10 sequencer.  
For Methylation array, the data were acquired using Illumina iScan system.

Data analysis

A description of the software and code has been included in the Methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO; <http://www.ncbi.nlm.nih.gov/geo/>) under accession number GSE1633310. The reviewers can access to the data with the token ahgzcesuhstxup.  
R scripts generated for the analysis are available on GitHub ([https://github.com/RIKEN-CFCT/Hep\\_methylation\\_TF](https://github.com/RIKEN-CFCT/Hep_methylation_TF)).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For methylation array analyses, n=1 was chosen as the replicate number because we discussed overall tendency such as the transcription factor motif enrichment but not each individual DMR, which is sufficient for the analyses.<br>For CAGE, n=3 was chosen as the replicate number. The consistently very high correlation between these replicates, suggests that this is sufficient.<br>For ChIPmentation and omniATAC-seq analyses, n=2 was chosen as the replicate number. The consistently very high correlation between these replicates, suggests that this is sufficient. |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | Although each time-course methylation array analyses performed n=1, enriched motifs at demethylated regions during definitive endoderm differentiations were reproduced.<br>For CAGE, ChIPmentation, and omniATAC-seq, the correlations between replicates were very high, indicating the high reproducibility of the experiments.                                                                                                                                                                                                                                                   |
| Randomization   | No randomization in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | The investigators were not blinded during data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-GATA6 antibody (clone: D61E4, cat no.5851S : lot:4, Cell Signaling Technology, Inc.)<br>anti-HNF4a antibody (Cat no.: ab92378, lot:GR3339194-1 abcam)<br>anti-Nkx2.2 antibody (Cat no.: ab191077, lot:GR3173859-8, abcam)<br>anti-Nkx2.5 antibody (Cat no.: 8792, lot:3, Cell Signaling Technology Inc.)<br>anti-AFP antibody (Cat. no.: M225, lot:AK301, Takara bio)<br>anti-Rabbit IgG (H+L) alexafluor 594 conjugated (Cat.no.: A32740, lot:UD286650, ThermoFisher Scientific)<br>anti mouse IgG alexafluor 488 conjugated (Cat.no.: A21202, lot:2018296, ThermoFisher Scientific)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Validation      | anti-GATA6 antibody: <a href="https://www.cellsignal.jp/products/primary-antibodies/gata-6-d61e4-xp-rabbit-mab/5851">https://www.cellsignal.jp/products/primary-antibodies/gata-6-d61e4-xp-rabbit-mab/5851</a><br>anti-HNF4a antibody: <a href="https://www.abcam.co.jp/nkx22-antibody-epr14638-n-terminal-ab191077.html">https://www.abcam.co.jp/nkx22-antibody-epr14638-n-terminal-ab191077.html</a><br>Anti-Nkx2.2 antibody: <a href="https://www.abcam.co.jp/nkx22-antibody-epr14638-n-terminal-ab191077.html">https://www.abcam.co.jp/nkx22-antibody-epr14638-n-terminal-ab191077.html</a><br>Anti-Nkx2.5 antibody: <a href="https://www.cellsignal.jp/products/primary-antibodies/nkx2-5-e1y8h-rabbit-mab/8792">https://www.cellsignal.jp/products/primary-antibodies/nkx2-5-e1y8h-rabbit-mab/8792</a><br>anti-AFP antibody: <a href="https://catalog.takara-bio.co.jp/com/tech_info_detail.php?mode=3&amp;masterid=M100005783&amp;unitid=U100003019">https://catalog.takara-bio.co.jp/com/tech_info_detail.php?mode=3&amp;masterid=M100005783&amp;unitid=U100003019</a><br>anti-Rabbit IgG (H+L) alexafluor 594 conjugated: <a href="https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32740">https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32740</a><br>anti mouse IgG alexafluor 488 conjugated: <a href="https://www.thermofisher.com/antibody/product/A-21202.html?gclid=CjwKCAIAyPyQBhB6EiwAFUuaks0DkEIE1azwplJTU21YbYbJCC0CyEWJD-">https://www.thermofisher.com/antibody/product/A-21202.html?gclid=CjwKCAIAyPyQBhB6EiwAFUuaks0DkEIE1azwplJTU21YbYbJCC0CyEWJD-</a> |

WGEF51tufXW4iy2QDGB0COQkQAvD\_BwE&ef\_id=CjwKCAiAyPyQBhB6EiwAFUuaks0DkEIE1azwplJTU21YbYbJCC0CyEWjD-WGEF51tufXW4iy2QDGB0COQkQAvD\_BwE:G:s&s\_kwid=AL!3652!3!516608152455!!!g!!&cid=bid\_pca\_au\_r01\_co\_cp1359\_pjt0000\_bid00000\_0se\_gaw\_dy\_pur\_con

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                    |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The 201B7 human iPS cell line and HEK293T (RCB2202) cell line from RIKEN bio resource center (BRC) |
| Authentication                                                       | None of the cell lines used were authenticated.                                                    |
| Mycoplasma contamination                                             | Cell lines were not tested for mycoplasma contamination.                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                    |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

The datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO; <http://www.ncbi.nlm.nih.gov/geo/>) under accession number GSE163331. The reviewers can access to the data with the token ahgzcesuhstxup.

Files in database submission

GATA6\_0h.sorted.bw  
GATA6\_48h.sorted.bw  
GATA6\_54h.sorted.bw  
GATA6\_60h.sorted.bw  
GATA6\_66h.sorted.bw  
GATA6\_72h.sorted.bw  
GATA6\_0h\_1e-5\_summits.bed  
GATA6\_48h\_1e-5\_summits.bed  
GATA6\_54h\_1e-5\_summits.bed  
GATA6\_60h\_1e-5\_summits.bed  
GATA6\_66h\_1e-5\_summits.bed  
GATA6\_72h\_1e-5\_summits.bed  
DE\_0h\_rep1\_R1.fastq.gz  
DE\_0h\_rep1\_R2.fastq.gz  
DE\_0h\_rep2\_R1.fastq.gz  
DE\_0h\_rep2\_R2.fastq.gz  
DE\_48h\_rep1\_R1.fastq.gz  
DE\_48h\_rep1\_R2.fastq.gz  
DE\_48h\_rep2\_R1.fastq.gz  
DE\_48h\_rep2\_R2.fastq.gz  
DE\_54h\_rep1\_R1.fastq.gz  
DE\_54h\_rep1\_R2.fastq.gz  
DE\_54h\_rep2\_R1.fastq.gz  
DE\_54h\_rep2\_R2.fastq.gz  
DE\_60h\_rep1\_R1.fastq.gz  
DE\_60h\_rep1\_R2.fastq.gz  
DE\_60h\_rep2\_R1.fastq.gz  
DE\_60h\_rep2\_R2.fastq.gz  
DE\_66h\_rep1\_R1.fastq.gz  
DE\_66h\_rep1\_R2.fastq.gz  
DE\_66h\_rep2\_R1.fastq.gz  
DE\_66h\_rep2\_R2.fastq.gz  
DE\_72h\_rep1\_R1.fastq.gz  
DE\_72h\_rep1\_R2.fastq.gz  
DE\_72h\_rep2\_R1.fastq.gz  
DE\_72h\_rep2\_R2.fastq.gz

Genome browser session  
(e.g. [UCSC](#))

Mapped reads were visualized in IGV(<https://tinyurl.com/yj3otxq7>)

## Methodology

Replicates

For ChIPmentation analyses, n=2 was chosen as the replicate number. The consistently very high correlation between these replicates, suggests that this is sufficient.

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sequencing depth        | <p>GATA6_0h.bam: 48055744 + 0 in total (QC-passed reads + QC-failed reads), 46036545 + 0 mapped (95.80% : N/A), 150bp paired-end</p> <p>GATA6_48h.bam: 41133060 + 0 in total (QC-passed reads + QC-failed reads), 39667958 + 0 mapped (96.44% : N/A), 150bp paired-end</p> <p>GATA6_54h.bam: 142169738 + 0 in total (QC-passed reads + QC-failed reads), 137756623 + 0 mapped (96.90% : N/A), 150bp paired-end</p> <p>GATA6_60h.bam: 79302130 + 0 in total (QC-passed reads + QC-failed reads), 76787052 + 0 mapped (96.83% : N/A), 150bp paired-end</p> <p>GATA6_66h.bam: 131170324 + 0 in total (QC-passed reads + QC-failed reads), 126555399 + 0 mapped (96.48% : N/A), 150bp paired-end</p> <p>GATA6_72h.bam: 158406858 + 0 in total (QC-passed reads + QC-failed reads), 152941857 + 0 mapped (96.55% : N/A), 150bp paired-end</p> |
| Antibodies              | anti-GATA6 antibody (clone: D61E4, lot:5851S, Cell Signaling Technology, Inc.)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Peak calling parameters | p-value < 1e-10                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data quality            | <p>Ratio of significant peaks (Irreproducible discovery rate (IDR) &lt; 0.05)</p> <p>0 h: 42.9 % (GATA6 is not expressed)</p> <p>48 h: 52.4 % (GATA6 is not expressed)</p> <p>54 h: 8.7 %</p> <p>60 h: 24.5 %</p> <p>66 h: 0.6 %</p> <p>72 h: 4.8 %</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Software                | The analysis code is available on GitHub ( <a href="https://github.com/RIKEN-CFCT/Hep_methylation_TF">https://github.com/RIKEN-CFCT/Hep_methylation_TF</a> )                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

How the deposited data were processed for this re-analysis (not part of the article)

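GATA6 ChIPmentation was measured in 201B7 human iPS cells at 0, 48, 54, 60, 66 and 72 h of DE differentiation, with 2 biological replicates per time point and 12 samples in all. The authors mapped paired-end reads to hg19 with bowtie2, removed mitochondrial and duplicated reads, and called peaks with macs2. The deposited values are 1 list of summits per time point, made from both replicates, with a score per summit that is the −log10 of the macs2 p-value. The lists hold no value per replicate, so samples were grouped by time point only and no replicate was left out in turn. The library sizes were taken from the Reporting Summary. With between 39667958 and 152941857 mapped reads per pooled library, the number of peaks above a fixed cutoff depends on the library as well as on the time point.

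From the deposited lists, peaks were counted, and summits of different lists were matched when they lay within 200 bp. Overlap was tested by a one-sided permutation test with 1000 circular shifts of one list within each chromosome (seed 20), adjusted by the Benjamini-Hochberg method over the 15 pairs. The number of peaks shared after a shift was also computed with random positions. Shares were given 95% Wilson intervals, ratios of counts the matching interval, and medians an interval from order statistics. A count of 0 was taken to allow 3 counts. The GATA motif WGATAR was searched within 100 bp of each summit in the GRCh37 genome, which is the same build as hg19, and compared with windows 2000 bp to either side by a two-sided Fisher's exact test. P-values below 1e-300 were written as 1e-300. Windows at the ends of chromosomes that the genome does not cover were left out, and windows of N were kept as windows without a motif, with their removal as an alternative. Promoters were the 1000 bp upstream to 200 bp downstream of gene starts in GENCODE release 44 lifted to GRCh37, whereas the paper used an earlier release. The number of copies of a sequence was counted with 24-base words over the whole genome, and a window with a median of 2 or more copies was taken as multi-copy. Listed CpGs came from Supplementary Data 1.

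The sites named were fixed as the summits in the windows of Fig. 5c and Supplementary Fig. 7b, the CpGs labelled there, the 5 highest-scoring summits at 72 h and at 0 h, the 5 listed CpGs nearest to a 72 h summit, and the genes the paper names as GATA6 targets. The windows were read from the axes of the figures. The CpG cg08200835 and the 72 h summit nearest to the FREM1 window lie outside this rule. The CpG was named after its value was seen. Not all sites allowed by the rule are printed, and the reference sequences around the named summits are not reported here.

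The alternatives were a distance of 100, 500 or 1000 bp, a score of at least 15 or 20, chromosomes 1 to 22, X and Y only, counts per 10000000 mapped reads, peaks with no 0 h summit within 1000 bp, lists of equal size, other motif windows of 50 and 250 bp, the word AGATAA, flanks 5000 bp away, the 500 highest-scoring summits, and other promoter definitions. Added after the data had been examined were the motif share without summits near 0 h summits, in single-copy windows and without windows of more than 50% N, the share of 54 h peaks kept without a repeated sequence, all alternatives for the change in peak number from 48 h to 54 h and from 54 h to 60 h, and the later changes on chromosomes 1 to 22, X and Y only and without peaks near a 0 h summit. The read coverage at demethylated CpGs, on which the heatmaps of the paper rest, and the other assays of the paper were not analysed here.

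The scripts were tested on simulated data. Of 1000 simulated summits, 300 were placed near a summit of another list and 300 were recovered. Of 100 pairs of unrelated lists, 2 had a permutation p under 0.05, and the motif was found in 200 of 200 windows in which it was placed. The unrelated lists were spread evenly over short simulated chromosomes, so their rate need not hold for the deposited lists. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.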

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

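In this part, the tests of recurrent signal and of carry-over for the 48 h peaks, and all tests of the repeated sequence at 54 h, were chosen after the result had been seen. The paper does not report either set of peaks.

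At 48 h, 62 of the 147 peaks had no 0 h summit within 1000 bp, and 60 of these lay within 200 bp of a summit at 54, 60, 66 or 72 h. This stood out because the 0 h library, with 46036545 mapped reads against 39667958 at 48 h, has no peak at these sites. The shifted lists gave a mean of 0.266 (one-sided permutation test, p = 0.001, the smallest p possible). A recurrent signal of the kind seen at 0 h is argued against, since 67.7% of the 62 windows (interval 55.4 to 78.0%) held the GATA motif against 30.1% of their flanks (Fisher's exact test, p = 1.62e-06, adjusted 3.23e-06). The other 85 peaks of 48 h, within 1000 bp of a 0 h summit, had a share of 25.9% against 21.6% of their flanks (Fisher's exact test, p = 0.434, adjusted 0.434), which is what recurrent signal predicts. Greater depth at 48 h is argued against by the mapped reads. The counts do not say whether duplicated reads were still included, so the usable depth of each library is not known. The Reporting Summary gives GATA6 as not expressed at 48 h, whereas the main text of the paper describes a slight upregulation at that time. The biological hypothesis, that GATA6 had begun to bind at 48 h at sites bound later, predicts the overlap of 60 peaks. That overlap is also what drew attention to these peaks, so it does not test the hypothesis. Carry-over of later libraries into the 48 h library cannot be told apart from early binding. The 56 of these sites with a 72 h summit had a median percentile of 96.6 among the 72 h scores. Both explanations predict this, and no list per replicate is at hand. Cells ahead of the others in their differentiation, and binding by another GATA protein, were not tested.

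At 54 h, 127 peaks (4.58%, interval 3.86 to 5.42%) held within 100 bp of the summit the 24-base word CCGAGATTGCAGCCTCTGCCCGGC, which was in 0 peaks at 0 h, 48 h and 66 h, 19 at 60 h and 10 at 72 h. The word was picked as the most frequent one among the 300 peaks seen at 54 h and not at 60, 66 or 72 h, where 109 (36.3%) held it. The most frequent word picked in the same way covered 2.61% of the 537 peaks seen only at 60 h among these 4 lists, 6.90% of the 29 seen only at 66 h and 1.48% of the 3111 seen only at 72 h. Because this choice favours words that are rare at the other time points, the most frequent word was also picked in each whole list without regard to the others. At 54 h this was the same word, whereas the word picked in this way at 60 h was in 95 peaks at 60 h, 49 at 54 h and 127 at 72 h. Greater depth at 54 h is argued against by the 10 peaks with the word at 72 h, where the library is deeper. Binding through the GATA motif is argued against as well, since 0.787% of the windows (1 of 127, interval 0.139 to 4.33%) held it, against 35.4% of their flanks. The windows hold copies of the same repeated sequence and are not independent, so the interval is too narrow. The word has 985 copies in the genome, and 12.9% of them (interval 10.9 to 15.1%) had a 54 h summit within 200 bp. Reads placed at random among near-identical copies cannot be told apart from a signal at these particular copies, because the words of these windows have a median of 983.5 copies and the lists do not say where else a read could map. A difference between library batches, and binding of GATA6 to this sequence through another protein, stay open and were not tested.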

How the results depend on the processing

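No paired analysis was possible from the lists used, because each pools both replicates of its time point. For the same reason the fits without each replicate in turn and with a replicate block, which were set before the data were examined, were not run. The reads of each replicate, which the Reporting Summary lists as deposited, were not analysed here. The cause of the changes below was not tested unless the construction of the alternative gives it.

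The overlap of all 15 pairs of lists stayed above the shifted lists under all 66 alternatives tried, and so did the 0 h and 48 h peaks found again later under all 16, with a largest permutation p of 0.001.

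The number of peaks was within 1.5 times its value in 18 of 29 alternatives. Counting all summits, which was also planned, is left out of these numbers because each peak has 1 summit in these lists. A score of at least 20 lowered it to 1300 at 54 h, 2259 at 60 h, 996 at 66 h and 3927 at 72 h, by construction. Without peaks near a 0 h summit, 62 were left at 48 h. Per 10000000 mapped reads, which is another scale, the numbers were 24.1 at 0 h, 37.1 at 48 h, 201 at 54 h, 581 at 60 h, 143 at 66 h and 482 at 72 h, so that 60 h and not 72 h had the most. The ratio of 66 h to 60 h stayed below 1 under every alternative, at 0.441 with a score of at least 20 and 0.245 per mapped read. The ratio of 72 h to 66 h was 3.38 per mapped read and, chosen after seeing the data, 4.33 without peaks near a 0 h summit. The alternatives for the 2 earlier ratios were also chosen after seeing the data. The ratio of 54 h to 48 h stayed above 1 but its size varied, at 12.7 with a score of at least 20, 5.43 per mapped read and 42.3 without peaks near a 0 h summit. The ratio of 60 h to 54 h was 1.74 with a score of at least 20 and 2.88 per mapped read.

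The score at 66 h relative to 60 h at shared sites was 0.516 when scores were divided by mapped reads. Relative to 72 h it was 0.793 on that scale and 0.722 as a percentile within each list. All of these stayed below 1.

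The share of 54 h peaks kept depended on the setting. At 60 h it was 74.6% within 100 bp, 84.5% for 54 h peaks with a score of at least 20 and 61.6% with lists of equal size. At 66 h it was 64.3% with a score of at least 20 and 58.1% with lists of equal size. At 72 h it was 82.9% within 100 bp, 87.2% within 500 bp, 89.2% with a score of at least 20 and 59.7% with lists of equal size. With lists of equal size the 3 shares lie close together, so that their order in the full lists depends on the length of the lists. Without the repeated sequence at 54 h, an alternative chosen after seeing the data, the shares were 80.0% at 60 h, 50.9% at 66 h and 89.6% at 72 h.

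The motif share stayed above that of the flanks at 54, 60, 66 and 72 h under every alternative. At 48 h the difference passed 0.05 under every alternative but 1, with windows of 250 bp to either side (52.4%, Fisher's exact test, p = 0.158, while the other alternatives ranged up to p = 7.66e-04). At 0 h no alternative gave a p under 0.05. The share moved most in single-copy windows, to 69.2% of 13 windows against 38.5% of their flanks (Fisher's exact test, p = 0.0958, an alternative chosen after seeing the data), a number of windows that limits what could be detected. The sign changed with windows of 250 bp (36.9%), with AGATAA (8.11%) and, chosen after seeing the data, without windows of more than 50% N (23.6%).

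The share of summits at promoters with a window of 1 kb to either side was 6.31% at 0 h, 5.44% at 48 h, 5.19% at 54 h, 4.53% at 60 h, 4.55% at 66 h and 4.56% at 72 h. This turned 0 h from the lowest share to the highest, and its value stayed within the interval of the main setting, which is wide at 0 h. With protein-coding genes only it was 0% at 0 h, 0.680% at 48 h, 0.865% at 54 h, 0.942% at 60 h, 0.887% at 66 h and 0.896% at 72 h, which follows from the smaller number of genes. With a score of at least 20, the listed CpGs with a summit within 200 bp numbered 0 at 48 h, 34 at 54 h, 73 at 60 h, 29 at 66 h and 108 at 72 h.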

Differences from the paper's values

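No value that could be set beside one of the paper's differed from it by more than 1.5 times. The 72 h list held 7366 peaks, and the paper's Venn diagram shows about 7400 in Supplementary Fig. 6e, read by eye. The alternatives that left out peaks on contigs or near 0 h summits gave 7263 and 7221, and a score of at least 15 gave 6341. A score of at least 20 gave 3927, which is further away. For the regions shared with GATA6 overexpression, the paper's number is 237, and the sheet used here lists 183 CpGs. The 183 are not a new count of these regions, because the sheet lists CpGs and the copy used may be incomplete. The lowest score corresponds to a p-value of 9.64e-11, and the paper's cutoff is 1e-10.

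The paper states that GATA6 binding at the UDRs reached its plateau at 54 h and fell for a time at 66 h. That statement rests on read coverage at the UDRs (Fig. 6a), which was not analysed here. Another measure is the number of peaks in the whole genome. By it, the list of 60 h was 1.61 times as long as that of 54 h (interval 1.53 to 1.69). The list of 66 h was shorter than that of 54 h, with 1804 peaks against 2773, and that of 72 h held 7366. The median score at shared sites was 22.8 at 54 h, 27.9 at 60 h, 22.9 at 66 h and 36.3 at 72 h. The 72 h library had the most mapped reads. In Fig. 5c, the 2 summits found upstream of GATA6 lie to the right of the shaded demethylated regions, as read by eye, and in Supplementary Fig. 7b the FREM1 window held no summit.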

Other observations

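In this part, the comparison of less bound GATA6 with a weaker immunoprecipitation at 66 h was chosen after the result had been seen.

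The 0 h peaks, called before GATA6 is expressed, were examined for recurrent signal. At all 5 later time points, 69.4% of them (interval 60.3 to 77.2%) had a summit within 200 bp, and 88.2% of their windows (interval 80.8 to 93.0%) were multi-copy, against 20.4% at 72 h (interval 19.5 to 21.4%). Both values are consistent with a signal that does not depend on GATA6 and that sits in repeated sequence. The 13 windows of single-copy sequence at 0 h, of which 69.2% held the motif against 38.5% of their flanks (Fisher's exact test, p = 0.0958), are too few to decide for that part. No biological explanation was tested.

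The drop in the number of peaks at 66 h was weighed against technical and biological explanations. Too few reads are argued against by the 66 h library, which had 1.65 times the mapped reads of the 60 h library and fewer peaks. Another set of sites is argued against, since 98.1% of the 66 h peaks lay within 200 bp of a 60 h or 72 h summit. A loss of usable reads that lowers every score alike is argued against as the whole cause by the sites that also have a 0 h summit within 1000 bp. There the 66 h score was a median of 1.01 times the 60 h score (interval 0.970 to 1.07, 130 sites), whereas it was 0.845 times (interval 0.831 to 0.862, 1480 sites) at the other sites. Relative to 72 h the ratios were 0.879 (interval 0.853 to 0.929, 126 sites) and 0.657 (interval 0.647 to 0.667, 1626 sites), so that a smaller loss at all sites relative to 72 h stays open. These ratios are not divided by mapped reads, of which the 66 h library had 1.65 times as many as the 60 h library. A loss per mapped read at all sites relative to 60 h therefore stays open as well. The comparison of the intervals at these sets of sites was chosen as the criterion after the values had been seen, and the interval relative to 60 h at the sites also seen at 0 h includes 1. An even drop in signal that removes the weaker sites was not decided. Among 3826 sites with a 60 h and a 72 h summit, the 1588 that kept a 66 h summit had a median 72 h score of 34.2 and the 2238 that lacked one a median of 21.5, and in 85.2% of pairs of a kept and a lost site the kept site had the higher score (bootstrap interval 83.9 to 86.4%), but the cutoff on the score at 66 h gives such a difference under any cause of fewer peaks. Whether less GATA6 was bound at 66 h or the immunoprecipitation was weaker cannot be told apart, because either would lower the scores of GATA6 sites more than those of the sites also seen at 0 h, and 0.845 against 1.01 fits both. The paper's share of peaks below an irreproducible discovery rate of 0.05 was lowest at 66 h, at 0.6%.

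In each list from 54 h to 72 h, the 25% of peaks with the highest scores had the lowest share with a GATA motif. It was 65.2% against 87.2% for the other peaks at 54 h, 81.8% against 93.1% at 60 h, 64.5% against 91.9% at 66 h and 86.7% against 93.4% at 72 h (Fisher's exact test, largest of the 4 p-values 8.76e-18). Signal also present at 0 h is argued against as the whole cause. Without summits within 1000 bp of a 0 h summit, the share in the highest 25% was still 76.9% against 88.2% at 54 h (Fisher's exact test, p = 1.23e-11) and 91.7% against 93.7% at 72 h (p = 0.00501, adjusted 0.00751, Fisher's exact test). Reads shared between copies of a repeated sequence may account for the pattern. In single-copy windows the share was 96.5% against 97.6% at 54 h (Fisher's exact test, p = 0.240), 97.7% against 97.2% at 60 h (p = 0.469, exact test), 96.9% against 98.8% at 66 h (p = 0.0423, adjusted 0.0563, exact test) and 97.9% against 96.96% at 72 h (p = 0.0536, exact test). The adjusted values are over the 12 comparisons made, and their use as the criterion was chosen after the values had been seen. No biological explanation was tested.

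Promoters, from 1000 bp upstream to 200 bp downstream of a gene start, held 2.70% of the 0 h summits (interval 0.923 to 7.65%), 4.76% at 48 h (2.33 to 9.50%), 3.57% at 54 h (2.94 to 4.33%), 3.18% at 60 h (2.71 to 3.74%), 3.27% at 66 h (2.54 to 4.20%) and 3.07% at 72 h (2.70 to 3.49%). All of these intervals overlap.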
